# Mechanosensing regulates tissue repair program in macrophages

**DOI:** 10.1126/sciadv.adk6906

**Published:** 2024-03-13

**Authors:** Matthew L. Meizlish, Yoshitaka Kimura, Scott D. Pope, Rita Matta, Catherine Kim, Naomi H. Philip, Linde Meyaard, Anjelica Gonzalez, Ruslan Medzhitov

## Abstract

Tissue-resident macrophages play important roles in tissue homeostasis and repair. However, how macrophages monitor and maintain tissue integrity is not well understood. The extracellular matrix (ECM) is a key structural and organizational component of all tissues. Here, we find that macrophages sense the mechanical properties of the ECM to regulate a specific tissue repair program. We show that macrophage mechanosensing is mediated by cytoskeletal remodeling and can be performed in three-dimensional environments through a noncanonical, integrin-independent mechanism analogous to amoeboid migration. We find that these cytoskeletal dynamics also integrate biochemical signaling by colony-stimulating factor 1 and ultimately regulate chromatin accessibility to control the mechanosensitive gene expression program. This study identifies an “amoeboid” mode of ECM mechanosensing through which macrophages may regulate tissue repair and fibrosis.

## INTRODUCTION

The extracellular matrix (ECM) is an organized assembly of proteins and polysaccharides that is produced by cells and, in turn, forms the physical environment in which cells reside. The ECM is a fundamental feature of multicellular organisms, providing structural support and organization for cells within the tissue and conferring the particular mechanical properties that are necessary for the proper function of that tissue (*1*–*3*). The lungs, for instance, must be compliant and elastic to breathe, while the bone must be able to resist large forces to bear the body’s weight and maintain its structure. The composition of the ECM—the repertoire of ECM components, their concentrations, and their spatial arrangement—gives rise to the particular mechanical features of each tissue (*4*).

The composition and mechanical properties of the ECM can also undergo marked changes within a given organ. During tissue repair, activated fibroblasts called myofibroblasts deposit ECM components to reconstruct the injured tissue. This reparative phase must be followed by a phase of resolution, in which ECM deposition is suppressed and the ECM is remodeled, to return the tissue to a functional state. If repair instead persists and ECM deposition continues, it can lead to the development of fibrosis—dense, stiff scar tissue that replaces normal, functioning tissue, ultimately causing organ failure (*5*, *6*). Given its critical role in tissue organization, the ECM must be actively monitored, to maintain it in the appropriate state under normal conditions and to regulate the progression of tissue repair.

Macrophages play an important role in maintaining tissue homeostasis by sensing and regulating a number of homeostatic variables, such as oxygen tension and osmolarity (*7*–*9*). Macrophages also play a key role in tissue repair. After tissue injury, monocytes produced in the bone marrow enter the tissue from the blood (*10*, *11*), where they encounter the growth factor colony-stimulating factor 1 (CSF1), which is produced by stromal cells such as fibroblasts and which induces monocyte differentiation into macrophages (*12*–*15*). These macrophages drive ECM deposition by fibroblasts during repair (*10*, *16*–*21*) and can directly degrade and remodel ECM during resolution (*22*–*27*). However, it remains unknown how these cellular activities are controlled. We hypothesized that macrophages sense the state of the ECM by monitoring its chemical and/or mechanical properties.

There are several reasons that macrophages may have evolved to sense ECM mechanics: (i) The mechanical characteristics of the ECM are an emergent property of the many individual ECM components, so measuring ECM mechanics is an efficient way to assess the state of the ECM as a whole; (ii) the mechanical properties of the ECM are essential to its proper function; and (iii) ECM stiffness changes markedly during tissue repair and may serve as a proxy to detect the progression of repair and avoid fibrosis.

A number of cell types are well established as mechanosensors of the ECM, including mesenchymal stem cells, fibroblasts, epithelial cells, endothelial cells, and smooth muscle cells (*28*–*32*). The best known model of ECM mechanosensing, established through studies of these cell types, involves adhesion to the ECM via a family of cell surface receptors known as integrins (*33*–*36*). Integrin receptors are coupled intracellularly to the actin cytoskeleton. In order for the cell to sense the stiffness of the ECM, the motor protein nonmuscle myosin II must pull on the actin cytoskeleton, which, in turn, exerts tension on integrin receptors, which pull against their ECM ligands (*28*, *29*, *33*, *35*, *37*, *38*).

This integrin-dependent model of ECM mechanosensing has been established through studies of cell types, such as fibroblasts, that are typically stationary within tissues and that form firm adhesions to the ECM. When they do migrate, these cells must pull themselves along by exerting tension on their surroundings (“crawling”), using integrin-based adhesions to the ECM and nonmuscle myosin II—the same mechanisms that they use for mechanosensing. This mode of migration is known as mesenchymal migration.

In contrast, while leukocytes can use integrin-based adhesions and do require integrins to adhere to two-dimensional (2D) surfaces, they do not require integrin receptors to migrate within 3D tissues (*39*). Instead of attaching to the ECM and crawling, leukocytes are able to migrate in an adhesion-independent fashion, driven instead by actin protrusion at the leading edge of the cell, a mode of migration that resembles “swimming.” This allows them to infiltrate a diverse range of tissues, migrate outside of prescribed paths, and achieve much higher speeds than is possible through the traditional, crawling mode of migration (*39*–*41*). This mode of migration is known as ameboid migration.

Recent studies have revealed that macrophages on 2D surfaces can use the canonical mode of adhesion-dependent mechanosensing to detect substrate stiffness and activate established downstream mechanisms such as the mechanosensitive transcription factor yes-associated protein 1 (YAP) (*38*, *42*). Mechanosensitive ion channels, which play a key role in responding to transient mechanical stimuli such as touch in sensory neurons (*43*, *44*), have also been implicated in macrophage mechanosensing. Piezo-type mechanosensitive ion channel component 1 (PIEZO1) mediates macrophage responses to cyclic pressure in the lungs, and there is evidence that PIEZO1 and transient receptor potential cation channel, subfamily V, member 4 (TRPV4) are involved in sensing substrate stiffness on 2D surfaces, where they likely complement the adhesive function of integrins (*45*–*49*). However, little is known about how macrophages in 3D tissues sense the properties of the ECM.

Here, we find that macrophages in 3D environments can sense the mechanical properties of the ECM through a cytoskeleton-mediated but integrin-independent mechanism that resembles their mode of migration and is distinct from the canonical model of mechanosensing elucidated in strictly adhesive cell types such as fibroblasts. This macrophage mechanosensing pathway controls a specific gene expression program involved in tissue repair. Signaling by the growth factor CSF1 also remodels the cytoskeleton to converge on the same gene expression program. We find that this cytoskeletal remodeling ultimately alters chromatin accessibility in a site-specific fashion to regulate gene expression. Last, we find in vivo that macrophages exhibit these same mechanosensitive responses at the cytoskeletal and transcriptional levels as tissue stiffness increases over the course of tissue repair. Altogether, this study identifies a specific tissue repair program in macrophages that is regulated by an integrin-independent mechanosensing mechanism.

## RESULTS

### Macrophages sense ECM mechanics to control tissue repair–associated gene expression

To model a simple, well-defined tissue environment, we cultured bone marrow–derived macrophages (BMDMs) within 3D hydrogels composed of type I collagen, the most abundant ECM protein in most tissues (Fig. 1A). To determine whether macrophages can sense changes in the ECM, we varied the concentration of collagen from 2 mg/ml (low collagen) to ~7 mg/ml (high collagen). This change in concentration also altered the stiffness of the collagen gels—which varied from an elastic modulus of ~40 to 600 Pa (fig. S1A), a range consistent with the softer mammalian tissues such as the brain and liver—and changed the pore size of the fibrillar network (fig. S1, B and C) (*50*).

**Fig. 1.**
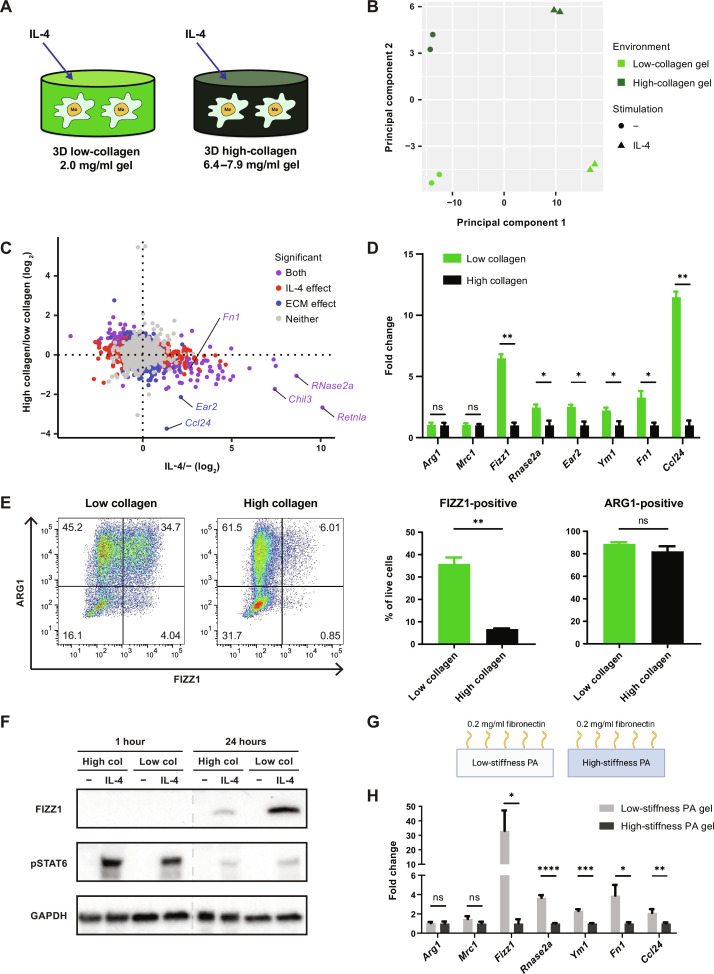
Sensing of ECM stiffness controls a tissue repair–associated gene expression program in macrophages. (**A**) Schematic overview of the experimental setup for macrophage culture within 3D collagen hydrogels. (**B** and **C**) Principal components analysis (B) and plot of all individual genes (C) in RNA-seq data from BMDMs cultured in low- or high-collagen gels with or without IL-4. Plots in (C) are colored according to the statistical significance of gene expression changes caused by culture in high-collagen gels versus low-collagen gels, as well as treatment with IL-4 versus control (*q* < 0.2). Retnla = Fizz1, Chil3 = Ym1. (**D**) Fold change of relative expression of selected genes in BMDMs cultured in low-collagen gels compared to high-collagen gels. Mean gene expression in high-collagen gels is shown as 1. (**E**) FIZZ1 and ARG1 protein expression in BMDMs cultured in low- or high-collagen gels with IL-4, analyzed by flow cytometry following the gating strategy displayed in fig. S1E. Representative plots (left) and the percentage of FIZZ1-positive and ARG1-positive cells (right) are shown. (**F**) Western blot showing FIZZ1 and phospho-STAT6 (pSTAT6) protein 1 hour and 24 hours after control or IL-4 treatment in low- or high-collagen gels. (**G**) Schematic overview of the experimental setup for PA-fibronectin hydrogel culture. (**H**) Fold change of relative gene expression in BMDMs cultured on low-stiffness PA gels compared to high-stiffness PA gels. Mean gene expression on high-stiffness gels is shown as 1. Data are represented as means ± SD. Multiple *t* test (D and H) and Student’s *t* test (E) were used for statistical analysis. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. ns, not significant.

Interleukin-4 (IL-4) induces a well-defined transcriptional program in macrophages to orchestrate a tissue-reparative response (*51*). We hypothesized that the transcriptional response to IL-4 may depend on the state of the ECM, in order to appropriately regulate repair. We found by RNA sequencing (RNA-seq) that macrophages cultured in high-collagen gels compared to low-collagen gels showed global differences in IL-4–induced gene expression (Fig. 1B), suggesting that macrophages can sense and respond to the state of the ECM and integrate this information with the instructive signals provided by cytokines.

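The RNA-seq data of Fig. 1 (B and C) came from BMDMs, macrophages grown in culture from mouse bone marrow, embedded in low-collagen gels (2 mg/ml) or high-collagen gels (7 mg/ml) and left untreated or stimulated with the type 2 cytokine IL-4 (20 ng/ml). Each of these 4 conditions had 2 libraries, which gives 8 gel libraries. Another 4 libraries came from BMDMs on tissue culture (TC) plates, untreated or with IL-4. The sample labels give 24 hours of culture with or without IL-4, and the methods of the paper give 16 to 28 hours for gels and 20 to 24 hours for TC plates. The authors quantified paired-end reads of stranded mRNA libraries per transcript with kallisto on the GRCm38 transcriptome and deposited one table of TPM values, the abundance of a gene's transcripts scaled to the same total in every library. The text of the paper does not name how transcripts were summed to genes. The totals of the libraries were from 999658 to 999723 TPM, and TPM values keep no sequencing depth, so the number of reads behind each value is unknown. The table held 34327 genes after repeated entries were removed, of which 11543 to 11910 reached a TPM of 1 in each library. The correlation of log2(TPM + 1) between replicates was between 0.980 and 0.985 in the 6 conditions. The 8 gel libraries were compared on the log2(TPM + 1) scale with limma, with one mean per condition and a shared estimate of the spread, over the 11852 genes with a mean TPM of at least 1. A gene was called where the Benjamini-Hochberg adjusted p-value was under 0.2, the threshold of Fig. 1C. A fold change on this scale understates the change of genes with few transcripts. With 2 libraries against 2, an exact permutation test cannot give a p-value under 0.33, so statements on single genes rest on the spread that limma shares across genes. The pseudocount of 1, the filter at a TPM of 1, the use of TPM without rescaling between libraries, the threshold, the mean-variance trend and the libraries in the fit are choices that could change the numbers.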

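In a principal components analysis of these 11852 genes, the first component held 54.7% of the variance and the second 12.5%. Untreated BMDMs lay between −32.6 and −27.2 on the first component, and BMDMs with IL-4 lay at 24.1 and 21.5 in high-collagen gels and at 37.2 and 40.8 in low-collagen gels. On the second component, high-collagen gels lay between 12.1 and 17.0 and low-collagen gels between −18.3 and −11.4. The Euclidean distance between low- and high-collagen libraries with IL-4 was 49.7 on average (48.8 to 51.5 over 4 pairs), which was 1.15 times the distance between replicates of 43.0 (40.6 to 45.1). Every one of these 4 distances was above the largest distance between replicates. Without IL-4 the distance between gels was 49.6 (47.3 to 52.6). IL-4 moved the libraries further, by 77.6 in low-collagen gels and by 68.1 in high-collagen gels, or 1.80 and 1.58 times the distance between replicates. The ratio for collagen with IL-4 moved most, to 1.06, when only the 500 genes with the largest variance entered. With IL-4, 2500 genes (21.1%) were called between the gels by limma, 1672 higher and 828 lower in high-collagen gels. After each library was rescaled by its median ratio, 2564 genes were called, 1246 higher and 1318 lower, so the balance of directions depended on the scaling. At least a 2-fold change was seen in 80 of the genes called higher and 56 of those called lower. Requiring it moved the number of calls most, from 2500 to 136. Without IL-4, 951 genes were called, 383 higher and 568 lower, or 461 and 426 of 887 after rescaling. The change in the IL-4 response itself between gels, tested as the interaction of collagen and IL-4, was called in 43 genes, 23 higher and 20 lower (15 and 25 of 40 after rescaling), and 1171 genes had an unadjusted p-value under 0.05. From the separation in Fig. 1B, the paper proposes that macrophages sense the state of the ECM, respond to it and combine it with the signals of cytokines.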

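Collagen and IL-4 effects were next set beside each other for every gene. In low-collagen gels, IL-4 changed 6351 genes, 1567 of them higher and 4784 lower. The median log2 fold change of all genes was −0.19 in this comparison, and the median-ratio rescaling, which moved it to −0.01, gave 2752 higher and 2543 lower. In high-collagen gels, IL-4 changed 4064 genes, 1366 higher and 2698 lower, or 1974 and 1778 after rescaling. A call was made in both gels for 3302 genes, 3273 of them in the same direction. Taking the IL-4 effect in low-collagen gels and the collagen effect with IL-4, 1881 genes were called for both, 4470 for IL-4 alone, 619 for collagen alone and 4882 for neither. The 1881 genes were made up of 446 higher with IL-4 and lower in high-collagen gels, 68 higher with IL-4 and higher in high-collagen gels, 1283 lower with IL-4 and higher in high-collagen gels, and 84 lower in both. Taking the IL-4 effect in high-collagen gels instead, a choice made after seeing the data, 1245 genes were called for both, 2819 for IL-4 alone, 1255 for collagen alone and 6533 for neither. Of these, 290 genes were higher with IL-4 and lower in high-collagen gels, and 285 of them were among the 446. A fall of at least 2-fold in high-collagen gels was seen in 39 of the 446 genes. Requiring at least a 2-fold change for both calls moved the number of genes from 446 to 36, the largest change as a ratio. Median-ratio rescaling moved it to 866, and a correction for GC content and transcript length, chosen after seeing the data, moved it to 782. The correction also recentres each library, so this move cannot be credited to GC content and length alone.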

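Among the 446 genes, Ccl24 had the largest fall. It was at 74.8 ± 1.72 TPM (SD, n = 2) in low-collagen gels with IL-4 and at 4.68 ± 1.76 TPM (SD, n = 2) in high-collagen gels with IL-4, a log2 fold change of −3.77 (SE 0.379, adjusted p = 0.00766 from limma). Retnla fell from 8343 ± 1030 TPM (SD, n = 2) to 1312 ± 226 TPM (SD, n = 2), a log2 fold change of −2.67 (SE 0.200, adjusted p = 0.00319 from limma). Ear2 went from 26.9 ± 6.56 TPM to 5.34 ± 0.220 TPM (SD, n = 2 each) with a log2 fold change of −2.12 (SE 0.224, adjusted p = 0.00854, limma). For Chil3 the levels were 1836 ± 27.1 TPM and 553 ± 30.8 TPM (SD, n = 2 each), and the log2 fold change was −1.73 (SE 0.134, adjusted p = 0.00332, limma). Rbp4, which was chosen as one of the 5 largest falls among these genes at a mean TPM of at least 5, went from 23.3 ± 1.29 TPM to 6.87 ± 1.40 TPM (SD, n = 2 each), a log2 fold change of −1.64 (SE 0.193, adjusted p = 0.00986, limma). Rnase2a was at 946 ± 23.7 TPM and 452 ± 22.1 TPM (SD, n = 2 each), with a log2 fold change of −1.06 (SE 0.122, adjusted p = 0.00968, limma). Fn1 changed least of these genes, from 577 ± 42.8 TPM to 363 ± 7.26 TPM (SD, n = 2 each), a log2 fold change of −0.67 (SE 0.107, adjusted p = 0.0218, limma). In every one of these 7 genes both low-collagen libraries lay above both high-collagen libraries.

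Without IL-4, Retnla was listed at 0 and 0.296 TPM in the low-collagen libraries, and Rnase2a, Ear2 and Rbp4 at 0 in both, so the size of a fitted IL-4 fold change of these genes is set by the pseudocount. The log2 fold changes with IL-4 in low-collagen gels were 8.93 for Chil3, 4.60 for Fn1 and 4.37 for Ccl24, each called by limma. A model with one collagen effect for untreated and IL-4-treated gels together moved the collagen effects most, to −1.31 for Retnla and to 0.29 for Fn1, which then changed sign and was not called. In that model, Rnase2a (−0.44) and Ear2 (−0.80) were not called either. Rnase2a was also not called with a pseudocount of 0.1 (adjusted p = 0.257 from limma, within a range of 0.0048 to 0.26 over the alternatives). With each gel library with IL-4 left out in turn, the log2 fold change of Ccl24 stayed between −4.09 and −3.45 and that of Fn1 between −0.74 and −0.59.

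On GRCm38, Ccl24 lies on chromosome 5 from 135569937 to 135573049, Chil3 on chromosome 3 from 106147554 to 106167564, Fn1 on chromosome 1 from 71585520 to 71653200 and Rbp4 on chromosome 19 from 38116629 to 38125281. Rnase2a and Ear2 are related ribonuclease genes on chromosome 14, from 51255262 to 51256112 and from 44102654 to 44103534. All are annotated as protein coding. Of the 31-base words in Ear2 transcripts, 60.5% also occur in transcripts of other genes, among them Ear1 (40.2%), and the share is 41.5% for Chil3, among them Chil4 (28.9%), so the reads of these 2 genes could have been divided with their relatives. The share was at most 6.4% for Retnla, Rnase2a, Fn1, Ccl24 and Rbp4.

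**Figure D1:**
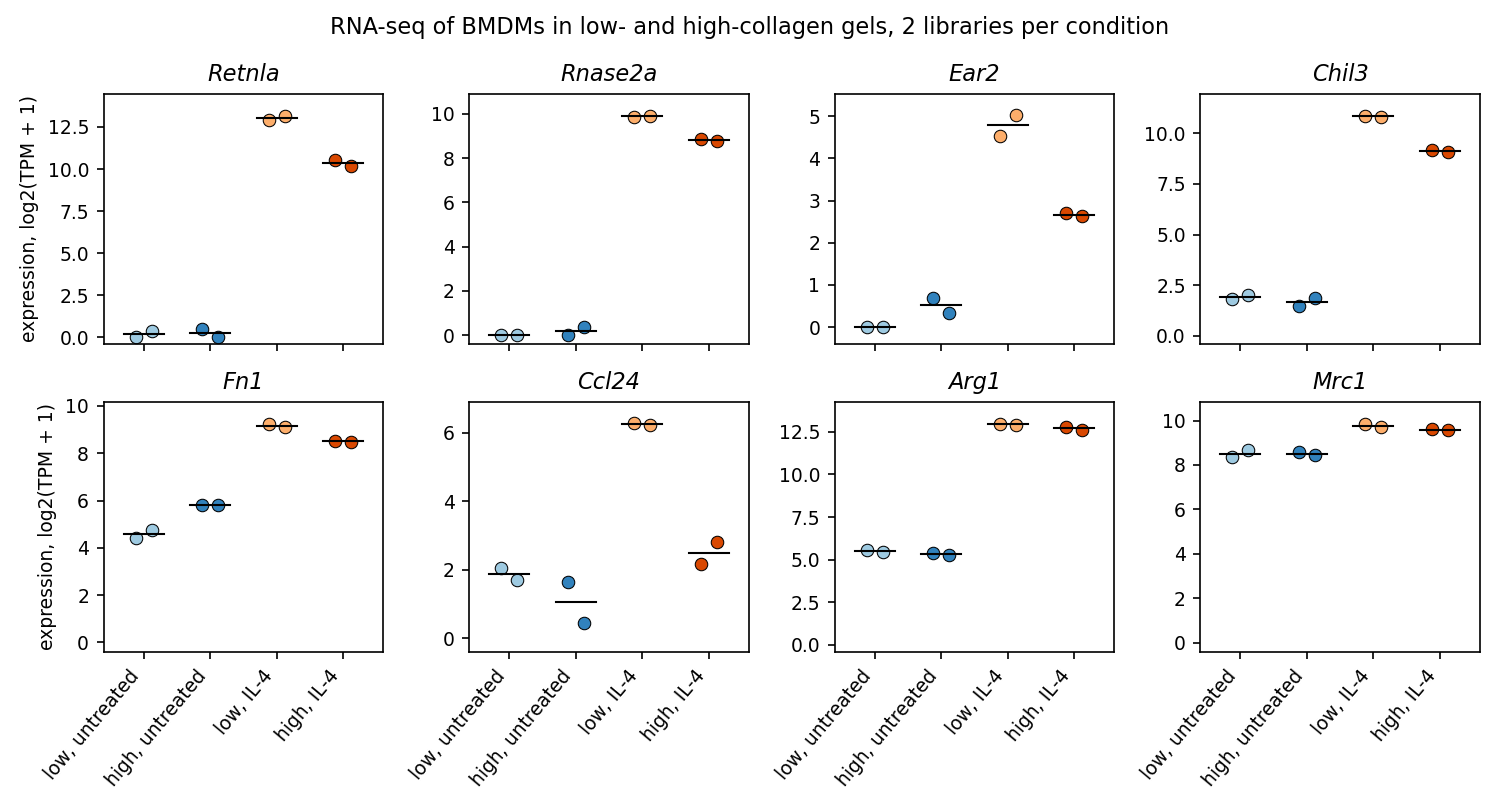
Expression of Retnla, Rnase2a, Ear2, Chil3, Fn1, Ccl24, Arg1 and Mrc1 as log2(TPM + 1) in BMDMs in low- and high-collagen gels, untreated or with IL-4. Points are the 2 libraries of each condition and lines their means, and each gene has its own vertical scale. With IL-4, Ccl24 sits at 74.8 TPM in low-collagen and 4.68 TPM in high-collagen gels.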

Turning to a gene-based analysis, we identified a cluster of genes that were induced by IL-4 and suppressed in high-collagen gels compared to low-collagen gels (Fig. 1C). Several of these genes, including *Fizz1* [*Retnla*, resistin-like alpha (RELMα)], *Rnase2a*, *Ear2*, *Ym1* (*Chil3*), *Fn1*, and *Ccl24*, were consistently expressed at higher levels in low-collagen gels compared to high-collagen gels, while other genes induced by IL-4, such as *Arg1* and *Mrc1*, were consistently unaffected by the state of the ECM (Fig. 1D). 

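Retnla, the gene of Fizz1, is listed under the identifier ENSMUSG00000061100. It is a protein-coding gene on the plus strand of chromosome 16 of GRCm38, from 48842551 to 48844461. Ranked by the fitted log2 fold change, Retnla had the largest rise with IL-4 of the 1567 genes called higher in low-collagen gels, though the size of this rise depends on the pseudocount because Retnla is listed at 0 in 1 of the 2 untreated low-collagen libraries. Between high- and low-collagen gels with IL-4, it had the fall ranked 3 of the 828 genes called lower and ranked 2 of the 446 genes that IL-4 also raised. Its adjusted p-value ranked 5 of the 11852 genes tested by limma. The fall in mean expression, 7031 TPM, was the largest fall of all genes tested, and rises were not ranked. With each gel library with IL-4 left out in turn, the log2 fold change between gels stayed between −2.85 and −2.50. Of the 31-base words in Retnla transcripts, 5.4% also occur in transcripts of another gene, its relative Retnlg.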

*Fizz1*, one of the most highly regulated genes, is known to play a critical role in tissue repair in the lung and in the skin (*21*, *52*). It is secreted by macrophages and is thought to act on fibroblasts to regulate myofibroblast differentiation, collagen production, and collagen cross-linking (*21*, *53*).

Expression of these ECM-sensitive genes, represented by *Fizz1*, showed a dose response to the concentration of collagen, while ECM-insensitive genes, represented by *Arg1*, did not (fig. S1D). We confirmed these findings on the protein level by performing flow cytometry with intracellular protein staining (fig. S1E). We found that found in inflammatory zone (FIZZ1) protein levels were markedly suppressed in high-collagen gels compared to low-collagen gels, while arginase-1 (ARG1) protein levels were unaffected by the state of the ECM (Fig. 1E).

The identification of two distinct patterns of IL-4–induced gene expression suggested that the effects of the ECM were not mediated by changing the strength of IL-4 signaling. 

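The 1567 genes called higher with IL-4 in low-collagen gels were sorted by their collagen effect with IL-4. Of these, 28.5% were called lower in high-collagen gels by limma (95% confidence interval 26.2% to 30.8%, exact Clopper-Pearson), 4.34% were called higher (3.39% to 5.47%), and 67.2%, or 1053 genes, were not called (64.8% to 69.5%). The intervals cover counting error over genes, which are not independent replicates, and a gene that was not called is not shown to be unaffected. Among the 325 genes that IL-4 raised at least 2-fold, 132 (40.6%) were called lower, 13 (4.0%) higher and 180 (55.4%) were not called. The IL-4 effect and the collagen effect share the low-collagen libraries with IL-4, which by itself links a rise with IL-4 to a fall in high-collagen gels. A fall of any size in high-collagen gels was seen for 74.2% of the genes raised by IL-4. In 100 simulated data sets with no collagen effect, the share was 59.1% on average and at most 61.5%. There, both gels with IL-4 took their common mean, and noise was drawn for each gene on its own. Deviations shared by many genes of a library were left out, so the simulated range may be too narrow. How much the shared libraries add to the share called lower was not measured. The share called lower moved most, from 28.5% to 11.1%, when both calls also required at least a 2-fold change.

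Arg1 (chromosome 10 of GRCm38, 24915221 to 24927484) was raised by IL-4 with a log2 fold change of 7.44 in low-collagen and 7.36 in high-collagen gels. It was at 7815 ± 202 TPM (SD, n = 2) in low-collagen and 6653 ± 489 TPM (SD, n = 2) in high-collagen gels with IL-4. The log2 fold change of −0.23 between them (SE 0.0792, adjusted p = 0.137 from limma) was past the threshold of 0.2. It was not past it without the mean-variance trend (adjusted p = 0.249, limma), with quantile normalization (adjusted p = 0.205, limma) or with all 12 libraries in the fit (adjusted p = 0.732, limma), and the adjusted p-value lay between 0.074 and 0.732 over the alternatives. Mrc1 (chromosome 2, 14229392 to 14332057) rose with IL-4 by a log2 fold change of 1.26 in low-collagen and 1.09 in high-collagen gels. It was at 873 ± 70.3 TPM (SD, n = 2) and 770 ± 4.96 TPM (SD, n = 2) with IL-4, a log2 fold change of −0.18 (SE 0.104, adjusted p = 0.351 from limma) that was not called. It was called after median-ratio rescaling (−0.25, adjusted p = 0.146, limma), with only the compared libraries in the fit (adjusted p = 0.195, limma) and after a correction for GC content and transcript length that was chosen after seeing the data (−0.32, adjusted p = 0.0449, limma), within a range of 0.0449 to 0.686 over the alternatives. Neither gene shares 31-base words with transcripts of other genes. Of the 8 genes that the paper names for Fig. 1 (C and D), 7 were called between gels with IL-4 over all genes tested and 8 when adjusted over the list alone, which is not independent evidence because the paper chose the genes on these samples.

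**Figure D2:**
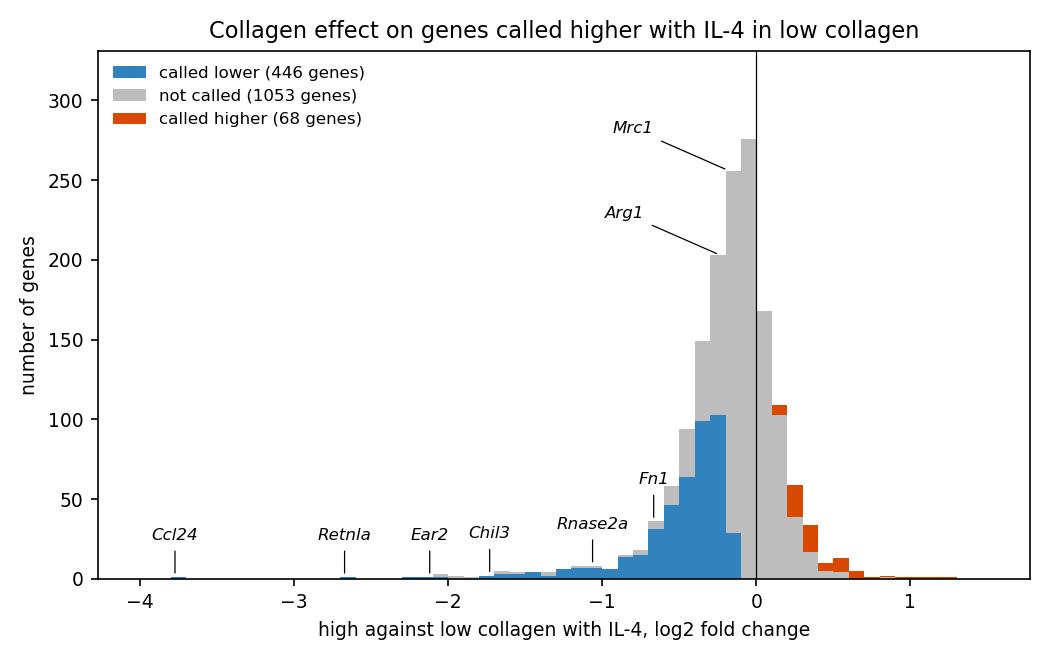
Number of genes (vertical axis) by log2 fold change between high- and low-collagen gels with IL-4 (horizontal axis) for the 1567 genes called higher with IL-4 in low-collagen gels. Colors show the collagen call of each gene, and lines mark Ccl24, Retnla, Ear2, Chil3, Rnase2a, Fn1, Arg1 and Mrc1. The 446 genes called lower reach −3.77 and include Arg1 at −0.23, while Mrc1 at −0.18 was not called.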

Phosphorylation of signal transducer and activator of transcription 6 (STAT6), the major mediator of IL-4 signaling, was equivalent or even slightly increased in high-collagen gels compared to low-collagen gels, while FIZZ1 protein expression was markedly reduced in high-collagen gels (Fig. 1F). These data indicate that there are distinct subprograms induced by IL-4, which can be regulated independently. At least one of those programs, represented by *Fizz1*, is sensitive to changes in the tissue environment and in particular to the ECM.

Next, we wanted to determine which specific features of the ECM are detected by macrophages. In collagen gels, the concentration of collagen is directly related to the mechanical properties of the hydrogel (fig. S1, A to C). While this accurately reflects the relationship that exists in vivo as ECM accumulates, it limits our ability to experimentally dissect which properties of the ECM are monitored. To decouple ECM concentration from ECM mechanics, we cultured macrophages on polyacrylamide (PA) hydrogels conjugated to the major ECM protein fibronectin (Fig. 1G). In this system, the stiffness of the hydrogel can be controlled by varying the density of PA cross-linking, while the PA network is inert and not bound by cells. The cells bind to the conjugated fibronectin, the concentration of which is held constant (*28*, *54*). Thus, the effect of altering ECM stiffness can be isolated. When we cultured macrophages on high-stiffness (~20 kPa) compared to low-stiffness (~400 Pa) PA-fibronectin gels (fig. S1F), the ECM-sensitive gene expression program was suppressed (Fig. 1H), similar to what we observed in high-collagen gels compared to low-collagen gels. Meanwhile, ECM-independent genes such as *Arg1* were again unaffected (Fig. 1H). The higher stiffness range of the PA gels also indicates that macrophage mechanosensing can operate over a wide spectrum of tissue stiffness, including that of fibrotic lung and liver, which approaches 20 kPa. Together, these data establish that macrophages can sense ECM stiffness and that the ECM-sensitive program that we have identified is in fact a mechanosensitive gene expression program.

### Macrophage mechanosensing is mediated by cytoskeletal remodeling

To dissect the mechanism of macrophage mechanosensing within tissues, we used the 3D collagen gel system. Using live-cell imaging, we observed that macrophages in low-collagen gels migrate more rapidly and over a greater distance than macrophages in high-collagen gels (Fig. 2A and movies S1 and S2). They also had marked differences in morphology: In low-collagen gels, macrophages were typically round or had short protrusions that rapidly turned over, while in high-collagen gels, they were often dendritic, with numerous long actin protrusions that retracted more slowly (movies S1 and S2). We further visualized these morphologic differences by phalloidin staining of actin filaments followed by confocal microscopy (Fig. 2B) and quantified them by cell sphericity (Fig. 2C). We hypothesized that these cytoskeletal dynamics may serve as an intracellular measure of the extracellular mechanical environment and may ultimately control the observed changes in gene expression.

**Fig. 2.**
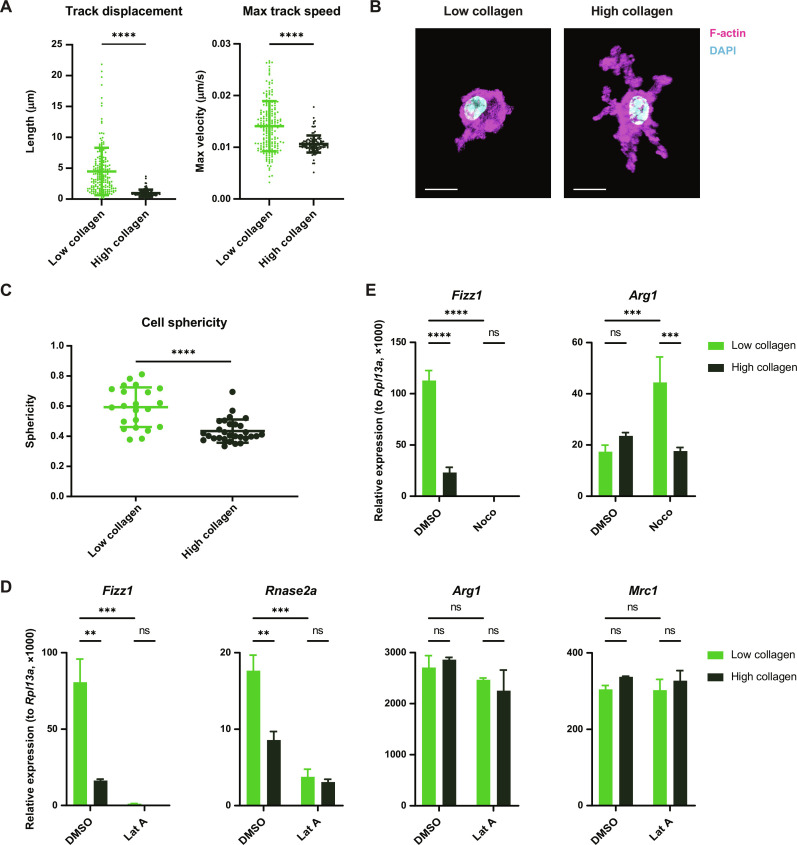
Macrophage mechanosensing is mediated by cytoskeletal remodeling. (**A**) Quantification of migration distance and speed of BMDMs cultured in low- or high-collagen gels after stimulation with IL-4. (**B** and **C**) Representative confocal images (B) and quantification of the sphericity (C) of BMDMs cultured in low- or high-collagen gels and stimulated with IL-4. Cells were stained with phalloidin (magenta) to visualize F-actin and 4′,6-diamidino-2-phenylindole (DAPI) (blue) to visualize the nucleus. Scale bars, 10 μm. (**D**) Relative gene expression in IL-4–stimulated BMDMs cultured in low- or high-collagen gels with dimethyl sulfoxide (DMSO) or latrunculin A (Lat A). (**E**) Relative gene expression in IL-4–stimulated BMDMs cultured in low- or high-collagen gels with DMSO or nocodazole (Noco). Data are represented as means ± SD. Student’s *t* test [(A) and (C)] and two-way analysis of variance (ANOVA) [(D) and (E)] are used for statistical analysis. **P < 0.01, ***P < 0.001, and ****P < 0.0001.

To test this hypothesis, we used chemical inhibitors to directly manipulate the macrophage cytoskeleton. When macrophages were treated with latrunculin A to inhibit actin polymerization, mechanosensitive gene expression was potently suppressed, while nonmechanosensitive genes such as *Arg1* and *Mrc1* were unaffected (Fig. 2D). Similarly, disrupting microtubule dynamics with nocodazole profoundly suppressed mechanosensitive genes such as *Fizz1*, unlike other IL-4–induced genes such as *Arg1* (Fig. 2E). Together, these data suggest that macrophage mechanosensing is mediated by cytoskeletal responses to the tissue environment and that these cytoskeletal dynamics specifically regulate the mechanosensitive subprogram of the macrophage IL-4 response.

### Macrophages perform integrin-independent mechanosensing

We next investigated whether integrin-based interactions with the ECM are required for macrophage mechanosensing, as would be expected for mesenchymal cell types such as fibroblasts. We first asked whether fibroblasts follow the expected biological rules in this experimental system. We found that murine embryonic fibroblasts (MEFs) up-regulated established mechanosensitive genes *Ctgf* and α–smooth muscle actin (*Acta2*) in high-collagen gels compared to low-collagen gels (fig. S2A). We confirmed that fibroblast mechanosensing in this setting requires nonmuscle myosin II (using the inhibitor blebbistatin; fig. S2A) and β1 integrin (using a β1 integrin blocking antibody; fig. S2B). These results are consistent with the prevailing model that fibroblast mechanosensing of the ECM requires integrin-based adhesion and mechanical tension exerted by nonmuscle myosin II.

We then investigated whether macrophage mechanosensing is accomplished by the same mechanisms as adhesive cell types or in an integrin-independent fashion, analogous to leukocyte migration in 3D tissues (*39*–*41*). Both BMDMs and tissue-resident macrophages show minimal expression of canonical collagen-binding integrins, which are heterodimers composed of the β1 integrin chain paired with the α1, α2, α10, or α11 integrin chain (fig. S3) (*55*–*57*). When we inhibited the function of all of these collagen-binding pairs using the β1 integrin blocking antibody, we found that it had no effect on mechanosensitive gene expression (Fig. 3A). Blocking β2 integrin—the β chain for all of the “leukocyte integrins,” which are classically involved in cell-cell interactions but some of which have also been reported to interact with collagen—also had no effect on ECM sensing (Fig. 3B) (*58*, *59*). To further test the involvement of integrins, we performed small interfering RNA (siRNA) knockdown of *Talin1*, an adapter protein that connects integrins to the cytoskeleton and is required for nearly all integrin activity. Although *Talin1* expression was successfully suppressed, there was no effect on *Fizz1* expression or responsiveness to the ECM (Fig. 3C), further indicating that macrophage mechanosensing in 3D collagen gels is integrin independent. Inhibiting nonmuscle myosin II with blebbistatin suppressed *Fizz1* expression, but it remained sensitive to changes in the ECM even after blebbistatin treatment (Fig. 3D). These data indicate that macrophage mechanosensing in 3D collagen gels is mediated by the cytoskeleton but does not require integrin receptors or nonmuscle myosin II, unlike canonical mechanosensing in fibroblasts and other adhesive cell types.

**Fig. 3.**
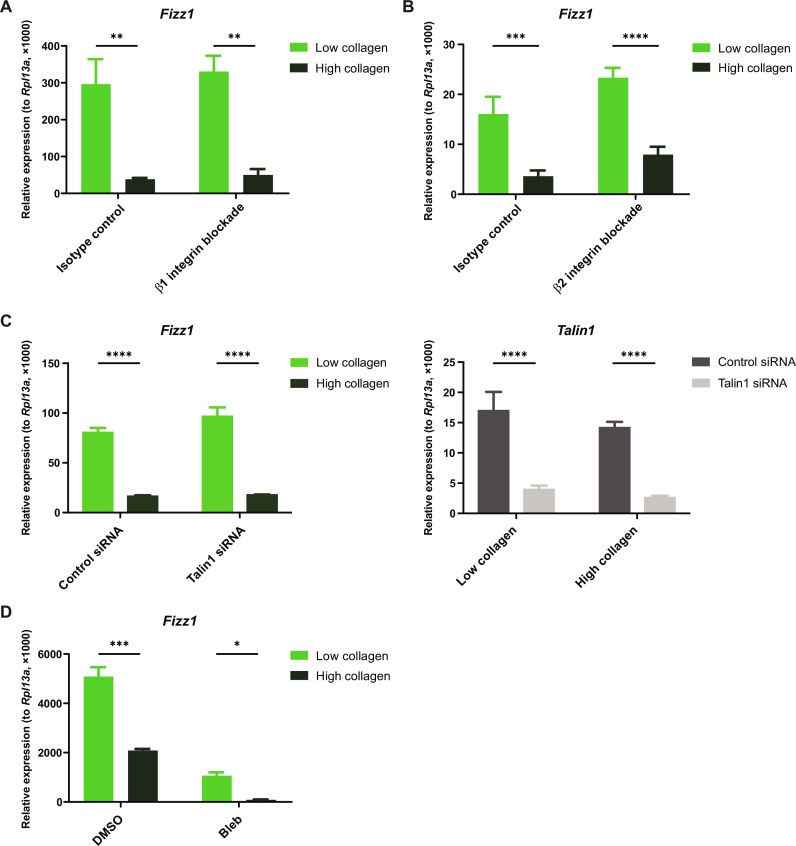
Macrophage mechanosensing does not require integrins or myosin II. (**A** and **B**) Relative gene expression in BMDMs treated with β1 integrin blocking antibody (A), β2 integrin blocking antibody (B), or isotype-matched controls [(A) and (B)] and cultured in low- or high-collagen gels in the presence of IL-4. (**C**) Relative gene expression in BMDMs treated with control siRNA or Talin1 siRNA and cultured in low- or high-collagen gels in the presence of IL-4. (**D**) Relative gene expression in BMDMs treated with DMSO or blebbistatin (Bleb) and cultured in low- or high-collagen gels in the presence of IL-4. Data are represented as means ± SD. Two-way ANOVA was used for statistical analysis. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

We also tested other mechanisms that have been implicated in macrophage mechanosensing on 2D surfaces (*42*, *45*, *46*, *49*). We did not detect appreciable YAP expression in BMDMs (fig. S4A) and found that inhibiting the downstream transcription factor TEA domain family member did not affect macrophage mechanosensing in 3D collagen gels (fig. S4B). Investigating mechanosensitive ion channels, we found that deleting PIEZO1 did not change *Fizz1* expression (fig. S4C), and neither inhibiting TRPV4 nor the class of mechanosensitive ion channels blunted macrophage responses to ECM (fig. S4D). While these mechanisms may play an important role in integrin-dependent mechanosensing on 2D surfaces, they do not appear to mediate integrin-independent mechanosensing by macrophages within 3D tissues.

### Macrophage growth factor CSF1 remodels the cytoskeleton to regulate the mechanosensitive gene expression program

Macrophages sense many other features of the tissue environment, in addition to ECM mechanics (*7*, *9*). Among the most important regulators of macrophage biology is the lineage-restricted growth factor CSF1, which stimulates monocyte-to-macrophage differentiation, as well as macrophage survival and proliferation. CSF1 is produced by other cell types within the tissue, such as fibroblasts, and it can serve as an indicator of fibroblast cell number, which changes dynamically during tissue repair (*12*–*15*). To our surprise, we found that stimulation of macrophages with recombinant CSF1 specifically suppressed the mechanosensitive gene expression program that we had identified, similar to high-stiffness environments, while it increased or had no effect on the expression of nonmechanosensitive IL-4–induced genes such as *Arg1* and *Mrc1* (Fig. 4A). We confirmed these findings for FIZZ1 and ARG1 on the protein level by flow cytometry (Fig. 4B). We also observed that CSF1 induces an elongated macrophage morphology on tissue culture (TC) plates (Fig. 4C). We then performed live-cell microscopy and confocal imaging in 3D collagen gels, which showed that macrophages treated with CSF1 become highly dendritic in 3D environments, migrating more slowly and extending long actin protrusions (Fig. 4, D to F, and movies S3 and S4), similar to the macrophage behavior we observed in high-collagen gels. Thus, CSF1 and high-stiffness ECM have similar effects on both macrophage cytoskeletal dynamics and gene expression.

**Fig. 4.**
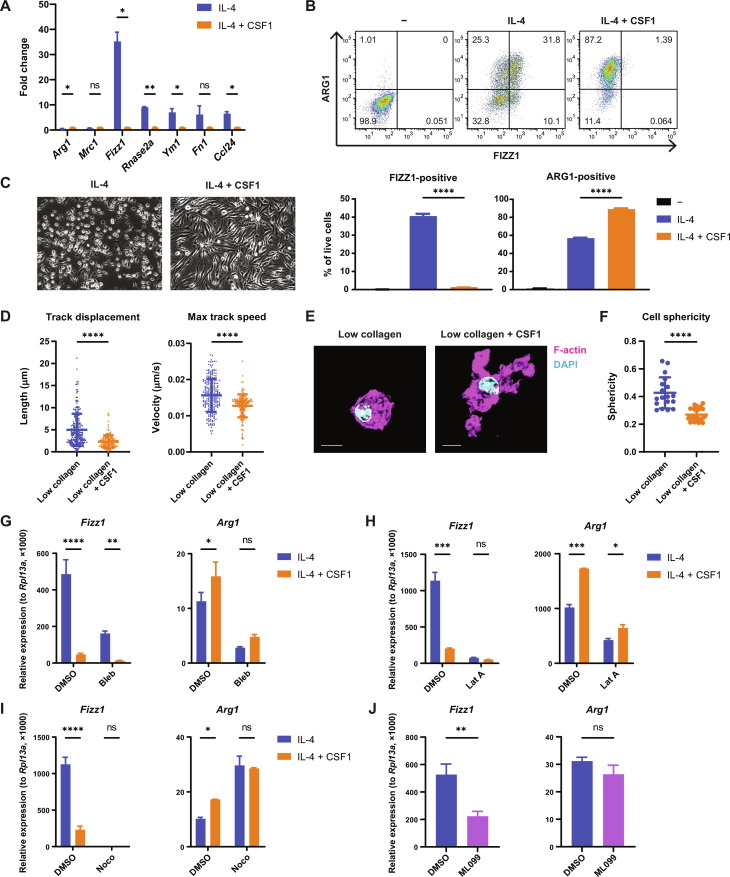
CSF1 sensing by macrophages induces cytoskeletal remodeling to regulate the mechanosensitive gene expression program. (**A**) Fold change of relative gene expression in BMDMs cultured on TC plates and stimulated with IL-4 only, compared to both IL-4 and CSF1. Mean gene expression in cells treated with both IL-4 and CSF1 is shown as 1. (**B**) FIZZ1 and ARG1 protein expression in BMDMs cultured on TC plates and left unstimulated, stimulated with IL-4 only, or stimulated with both IL-4 and CSF1. Protein expression was analyzed by flow cytometry following the gating strategy displayed in fig. S1E. Representative plots (top) and the percentage of FIZZ1-positive and ARG1-positive cells (bottom) are shown. (**C**) Representative microscopic images of BMDMs cultured on TC plates in the presence of IL-4 with or without CSF1. (**D**) Quantification of migration distance and speed of BMDMs cultured in low-collagen gels in the presence of IL-4 with or without CSF1. (**E** and **F**) Representative confocal images (E) and quantification of the sphericity (F) of BMDMs cultured in low-collagen gels in the presence of IL-4 with or without CSF1. Cells were stained with phalloidin (magenta) to visualize F-actin and DAPI (blue) to visualize the nucleus. Scale bars, 10 μm. (**G** to **I**) Relative gene expression in IL-4–stimulated BMDMs cultured on TC plates and treated with or without CSF1 in the presence of DMSO or blebbistatin (G), latrunculin A (H), or nocodazole (I). (**J**) Relative gene expression in IL-4–stimulated BMDMs cultured on TC plates and treated with DMSO or ML099. Data are represented as means ± SD. Student’s *t* test [(A), (D), and (F)], one-way ANOVA (B), and two-way ANOVA [(G) to (I)] are used for statistical analysis. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

Because we found that the effects of ECM mechanics on macrophage gene expression are mediated through cytoskeletal dynamics, we reasoned that CSF1 may also act through its effects on the cytoskeleton to control the mechanosensitive gene expression program. To test this hypothesis, we treated macrophages with CSF1 under normal conditions or after pharmacologically disrupting the cytoskeleton. Consistent with our findings for macrophage mechanosensing, CSF1 suppressed *Fizz1* even after inhibition of nonmuscle myosin II with blebbistatin (Fig. 4G). However, the effect of CSF1 on *Fizz1* expression was not observed in the presence of actin (Fig. 4H) or microtubule inhibitors (Fig. 4I). In contrast, the induction of *Arg1* by CSF1 was unaffected by actin inhibition (Fig. 4H), although interestingly was no longer observed in the presence of nocodazole (Fig. 4I). To further explore the role of actin regulation in control of the tissue repair program, we treated macrophages with ML099, an activator of Ras-related guanosine triphosphatases including Rac1 and Cdc42 (*60*). Similar to increased ECM stiffness and CSF1 treatment, activation of these guanosine triphosphatases suppressed *Fizz1* without affecting *Arg1* expression (Fig. 4J), further supporting the model that cytoskeletal dynamics regulate the mechanosensitive gene expression program. Altogether, we find that CSF1 signaling, like ECM mechanosensing, acts through cytoskeletal remodeling to regulate a specific tissue repair program in macrophages that is sensitive to changes in the tissue environment.

### Cytoskeletal remodeling controls site-specific chromatin accessibility

Next, we investigated how cytoskeletal remodeling in macrophages ultimately controls transcriptional regulation. To determine whether changes in actin dynamics result in changes in chromatin accessibility, we performed assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) in BMDMs treated with or without IL-4 and with or without latrunculin A and CSF1, both of which suppress expression of *Fizz1* by acting on the macrophage cytoskeleton. We found that treatment with IL-4 induces chromatin accessibility at the critical region for IL-4–induced activation within the *Fizz1* promoter and that this chromatin opening is potently suppressed by both cytoskeletal perturbations (Fig. 5A) (*61*). In contrast, the *Arg1* locus did not show notable changes in chromatin accessibility, including at the enhancer required for IL-4–induced expression (Fig. 5B) (*62*, *63*). These data indicate that macrophage cytoskeletal dynamics regulate chromatin accessibility in a site-specific fashion that aligns with the changes in gene expression we observed.

**Fig. 5.**
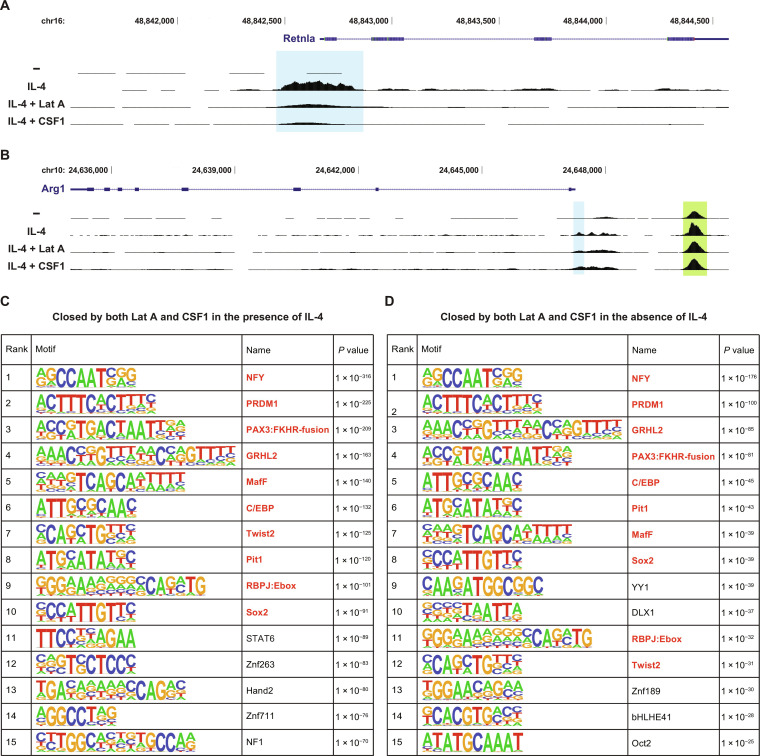
Cytoskeletal remodeling controls chromatin accessibility in a site-specific fashion. (**A** and **B**) ATAC-seq signal in genomic regions upstream of and including the *Retnla* (*Fizz1*) (A) and *Arg1* (B) genes, analyzed in BMDMs cultured on TC plates and treated with control, IL-4, IL-4 and latrunculin A, or IL-4 and CSF1. *Retnla* and *Arg1* promoter regions are highlighted by blue rectangles. Known *Arg1* enhancer region is highlighted by a green rectangle. (**C** and **D**) Transcription factor-binding motifs enriched at genomic sites closed by both latrunculin A and CSF1 in the presence (C) or absence (D) of IL-4. The top 15 motifs, ranked by statistical significance, are shown. The shared motifs between (C) and (D) are highlighted as red.

We then took a global view of the changes in the chromatin landscape induced by these cytoskeletal perturbations. First, we asked which transcription factor motifs were enriched in regions of chromatin that, similar to *Fizz1*, were closed by latrunculin A and CSF1 in the context of IL-4 stimulation (Fig. 5C). Several motifs were highly enriched, including CCAAT/enhancer binding protein (C/EBP) and STAT6, which bind to the *Fizz1* promoter to activate *Fizz1* expression (*61*). We then analyzed the chromatin regions closed by latrunculin A and CSF1 in the absence of IL-4 stimulation (untreated; Fig. 5D). We found a highly overlapping set of enriched motifs. The top 10 transcription factor motifs (ranked by statistical significance) in the IL-4 context also appeared in the top 15 motifs in the untreated context. These results suggest that cytoskeletal remodeling may regulate particular regions of chromatin, preparing the chromatin landscape for—and modulating the response to—additional signals, such as IL-4, that trigger transcriptional activation. These data also propose a candidate set of transcription factors that may be involved in mechanosensitive gene regulation in macrophages across biological contexts.

### Macrophages exhibit cytoskeletal remodeling and mechanosensitive gene regulation as ECM accumulates during tissue repair

Last, we tested the hypothesis that mechanosensing allows macrophages to respond to changes in tissue stiffness in vivo during the course of tissue repair. Using a bleomycin lung injury model, we observed a progressive increase in ECM deposition (Fig. 6A), and collagen in particular (Fig. 6B), in the days after the initial injury, leading to tissue fibrosis by day 12, as expected (*64*). Consistent with our findings in bioengineered hydrogels, this increase in tissue stiffness over time was accompanied by suppression of *Fizz1* gene expression in the lung, while *Arg1* expression was unaffected (Fig. 6C). Using flow cytometry with intracellular protein staining, we confirmed that macrophages in the lung suppress FIZZ1 production while maintaining steady ARG1 production as tissue repair progresses (Fig. 6D and fig. S5). Last, we asked whether macrophages exhibit the same cytoskeletal responses to changing ECM mechanics in the lungs as we observed in vitro. We stained tissue sections using antibodies against collagen I and the macrophage marker F4/80, to assess macrophage morphology. As collagen accumulated over time, the macrophages in the lung became less spherical and increasingly dendritic (Fig. 6, E and F). These results are consistent with our findings in 3D collagen hydrogels, suggesting that the mechanosensing program that we identified in vitro is operative in complex tissues in vivo and is sensitive to the dynamic changes in ECM that take place during tissue repair.

**Fig. 6.**
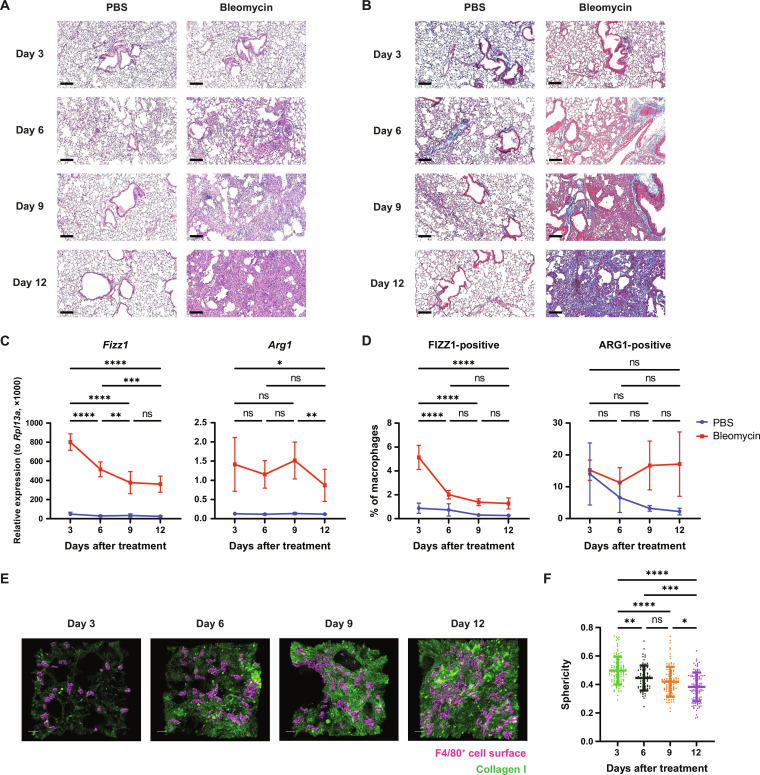
ECM deposition during tissue repair in vivo induces cytoskeletal remodeling and suppresses mechanosensitive gene expression in macrophages. (**A** and **B**) Representative microscopic images of hematoxylin and eosin staining (A) and Masson’s trichrome staining (B) of lungs at 3, 6, 9, and 12 days after oropharyngeal phosphate-buffered saline (PBS) or bleomycin administration to mice (*n* = 3 per group per time point). Scale bars, 100 μm. (**C**) Relative gene expression in whole lungs from PBS- or bleomycin-treated mice (*n* = 6 to 7 per group per time point). Statistically significant differences between time points in the bleomycin-treated group are shown. (**D**) FIZZ1 and ARG1 protein expression in lung macrophages in PBS- or bleomycin-treated mice, analyzed by flow cytometry following the gating strategy in fig. S5. The percentages of FIZZ1-positive and ARG1-positive cells are shown (*n* = 4 to 5 per group per time point). Statistically significant differences between time points in the bleomycin-treated group are indicated. (**E**) Representative snapshots of 3D reconstructed confocal images of lungs from bleomycin-treated mice (*n* = 3 per time point). Surfaces of F4/80^+^ cells (magenta) and collagen I (green) are shown. Scale bars, 20 μm. (**F**) Quantification of the sphericity of F4/80^+^ cells in (E). Two-way ANOVA [(C) and (D)] and one-way ANOVA (F) are used for statistical analysis. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

## DISCUSSION

In this study, we found that macrophages can sense the mechanical properties of their environment to regulate a specific tissue repair program. We identified an integrin-independent mechanosensing mechanism that functions through changes in intracellular cytoskeletal dynamics, which can also integrate signaling by the growth factor CSF1. We found that these cytoskeletal dynamics ultimately modify chromatin availability to regulate mechanosensitive gene expression. Last, we saw that macrophages in the lung exhibit these mechanosensitive responses as ECM accumulates during tissue repair. Taken together, we found that the macrophage cytoskeleton integrates mechanical and biochemical information from the environment to regulate a transcriptional program involved in ECM regulation and tissue repair (Fig. 7).

**Fig. 7.**
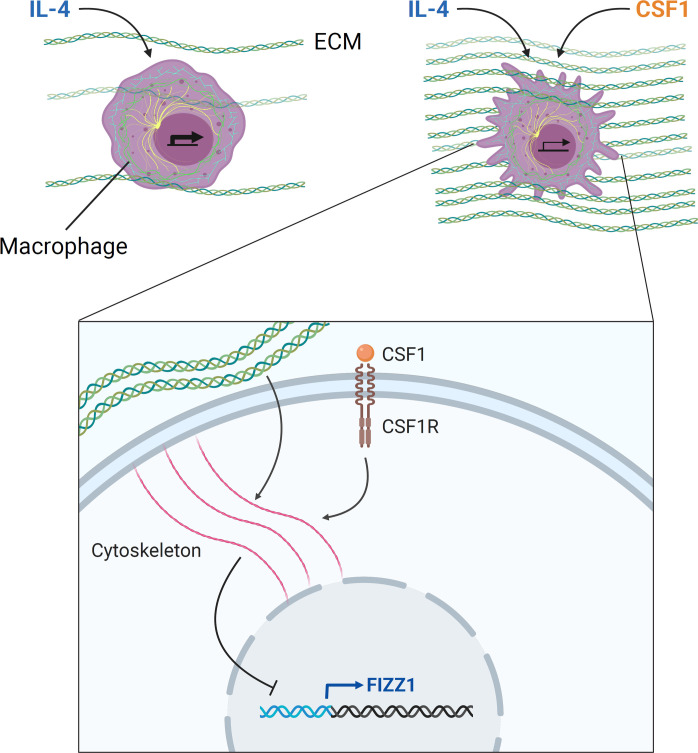
Model: ECM mechanics and CSF1 signaling are integrated through cytoskeletal remodeling to regulate tissue repair–associated gene expression in macrophages. Macrophages sense ECM mechanics through integrin-independent cytoskeletal remodeling to regulate the expression of a subset of tissue repair–associated genes induced by IL-4, including *Fizz1*. Signaling by CSF1, the lineage-restricted growth factor for macrophages, also converges on these cytoskeletal dynamics to regulate this mechanosensitive gene expression program. Macrophage cytoskeletal dynamics ultimately control chromatin accessibility at regulatory elements of target genes, translating environmental sensing into transcriptional regulation. These mechanisms may allow for appropriate regulation of tissue repair: As ECM stiffness and CSF1 production increase over the course of repair, macrophages undergo cytoskeletal remodeling and suppress genes that drive repair, which may be critical for resolving tissue repair and avoiding fibrosis.

Although the ECM is a fundamental element of all tissues, the logic of its regulation is poorly understood. Fibroblasts are the major producers of ECM within tissues and are well-established sensors of ECM mechanics. Paradoxically, however, when fibroblasts sense increased ECM stiffness, they respond by increasing ECM deposition and contraction, further stiffening the ECM (*65*–*67*). Thus, fibroblasts appear to be engaged in a positive feedback loop with respect to the ECM, which, if unrestrained, can lead to fibrosis. However, in most cases, ECM is maintained in the appropriate state under homeostatic conditions, and tissue repair is successfully resolved without resulting in fibrosis. These outcomes indicate that there must be a source of negative feedback on ECM deposition that has not yet been identified. We hypothesized that macrophages may act as ECM sensors to negatively regulate ECM deposition and tissue repair.

In this study, we found that macrophage sensing of increased ECM stiffness suppresses a proreparative gene expression program. The same program is suppressed by increased CSF1 concentration, which likely serves to report on the number of local fibroblasts, the predominant producers of ECM (*12*, *14*). This tissue repair program includes the genes *Fizz1*, which drives fibroblast deposition and cross-linking of collagen and is essential for tissue repair in the skin and the lungs (*21*, *52*, *53*, *68*); *Ccl24*, a chemokine for eosinophils that promotes fibrosis in multiple organs (*69*–*71*); and fibronectin (*Fn1*), a key ECM protein involved in tissue repair and fibrosis (*5*, *72*). We found that this proreparative program is also suppressed in vivo as tissue repair progresses and tissue stiffness increases. It is known that macrophages are required for successful resolution of tissue repair (*17*, *22*), and these findings suggest that macrophage sensing of ECM mechanics could provide the necessary source of negative feedback to maintain ECM homeostasis and prevent unrestrained tissue repair.

Macrophages are able to activate distinct transcriptional programs known as polarization states to participate in diverse biological processes. The polarization state involved in tissue repair is traditionally known as the “M2” state and can be induced in vitro by the cytokines IL-4 or IL-13. When M2 macrophages are identified in vivo, however, they often express some but not all of the classic marker genes induced by M2 polarization in vitro. This disconnect is poorly understood but may reflect the fact that macrophages respond not only to polarizing signals such as IL-4 but also to other information within the tissue environment, as has been suggested by others (*73*). In response to these cues, macrophages may tune their polarization state to meet the specific functional demands of the tissue (*7*). Consistent with this model, we found in this study that a subset of IL-4–induced genes are regulated by key features of the tissue environment—the mechanical properties of the ECM and the abundance of CSF1—while others are insensitive to these inputs. Furthermore, we determined that these environmental inputs are converted to site-specific changes in chromatin availability. This offers an example of separable programs within the M2 polarization state that are tunable in response to the tissue environment.

This work has uncovered a mechanism of mechanosensing by macrophages that is fundamentally distinct from adhesive cell types, in which ECM mechanosensing has traditionally been studied. Whereas cells such as fibroblasts anchor to the ECM using integrin receptors and exert pulling forces using nonmuscle myosin II to measure the stiffness of the ECM, we found that macrophages in 3D environments do not require integrin-based adhesions or nonmuscle myosin II function to sense ECM mechanics. This distinction maps onto the differences between the mesenchymal mode of migration used by adhesive cell types such as fibroblasts and the amoeboid mode of migration adopted by leukocytes in 3D environments. Thus, we can conceptualize the classical, integrin-dependent mode of mechanosensing as “mesenchymal mechanosensing” and the integrin-independent mode of mechanosensing described here as “amoeboid mechanosensing.”

The mechanical properties underlying amoeboid migration remain an active area of investigation. However, one fundamental distinction is that, while mesenchymal migration depends on binding to the ECM and pulling to achieve locomotion, amoeboid migration does not require adhesion and instead depends on actin filaments pushing outward at the cell membrane against compressive forces (*39*–*41*, *74*–*77*). Rather than sensing mechanical tension, therefore, macrophages are likely to sense mechanical compression as they migrate within the tissue. That is, macrophage mechanosensing may work by pushing, rather than pulling.

It is noteworthy that we made these findings in a 3D tissue environment. Concurrent work has shown that macrophages and T cells can sense ECM stiffness on 2D surfaces (*42*, *46*, *78*). In this context, macrophages attach to the underlying ECM and likely use mechanosensing mechanisms that are more similar to adhesive cell types. The seminal studies on integrin-independent leukocyte migration within 3D tissues also showed that leukocytes do require integrins to migrate on 2D surfaces (*39*). Recent work has further shown that macrophages can use both integrin-dependent and integrin-independent modes of migration in 3D environments, depending on ligand availability and the stimulus for migration (*79*). Thus, macrophages may use different mechanosensing strategies—amoeboid or mesenchymal—depending on the tissue context and whether they are sitting upon or embedded within the ECM. While most macrophages reside in 3D spaces, osteoclasts, alveolar macrophages, and Kupffer cells effectively occupy 2D surfaces and may thus rely on a mesenchymal mechanosensing strategy, similar to other adhesive cell types. Meanwhile, the amoeboid mode of mechanosensing described here may be used within interstitial spaces not only by macrophages but also by other leukocytes and other cell types, such as cancer cells, that are capable of amoeboid migration (*77*).

Last, we identified the cytoskeleton as a signal integrator for macrophages. We found that changes in the actin cytoskeleton not only mediate macrophage mechanosensing but are also required for CSF1 to regulate a subset of its genetic targets. This result was unexpected. In the case of mechanosensing, it is somewhat intuitive that extracellular structural or mechanical information (in the ECM) would be translated to intracellular structural information (in the cytoskeleton) before being converted to a biochemical signal to regulate gene expression. In the case of growth factor signaling, however, it is not intuitive why an extracellular biochemical signal (CSF1) would act through a cytoskeletal intermediary before being converted back to biochemical information. However, this model also appears elsewhere in biology. The best-elucidated example is the regulation, in fibroblasts and other mesenchymal cells, of the transcription factor serum response factor (SRF). Growth factors present in fetal bovine serum (FBS) induce polymerization of G-actin to F-actin, which causes the transcriptional coactivator myocardin related transcription factor (MRTF), normally sequestered in the cytoplasm by G-actin monomers, to be released to the nucleus, where it forms a complex with SRF and initiates transcription (*80*–*83*). Thus, as in CSF1 stimulation of macrophages, a biochemical signal induces cytoskeletal remodeling as an intermediate step to control gene expression. In this case, as in macrophages, these cytoskeletal dynamics are also sensitive to ECM mechanics: Stiff substrates induce increased actin polymerization in fibroblasts as well, causing MRTF to be released to the nucleus (*67*). Thus, our findings appear to be an example of a broader biological theme, in which the cytoskeleton acts as an integrator of diverse types of information—both mechanical and biochemical—to control gene expression programs.

We can speculate as to why the cytoskeleton might have evolved to act as a signal integrator. The cytoskeleton is one of the most ancient features of eukaryotic cells, is essential for the cell’s interaction with its environment, and is critical for a wide range of fundamental cellular activities, including migration, cell division, phagocytosis, protein secretion, and cellular organization within tissues. Cells may have evolved the strategy of measuring cytoskeletal dynamics as a key indicator of both the external state of the tissue and the internal state of the cell, in order to appropriately regulate gene expression programs that need to respond to these cues. Another advantage of using the cytoskeleton as a signaling hub is that it may allow for unique mechanisms of transcriptional regulation that cannot be achieved through canonical signal transduction pathways. For instance, we found here that changes in cytoskeletal dynamics ultimately control chromatin availability. This may take place through mechanical effects of the cytoskeleton on the nuclear membrane (*84*, *85*) or through regulation of nuclear actin (*86*–*88*), offering pathways for targeted regulation of mechanosensitive and other cytoskeleton-dependent gene expression programs.

This study also raises fundamental questions for future study, including precisely how extracellular mechanical information is translated into intracellular changes in the cytoskeleton, what specific properties of the actin cytoskeleton are measured by macrophages, and how these changes ultimately control chromatin availability. More broadly, the role of the cytoskeleton in integrating biological information and regulating diverse cellular functions is likely to represent a promising area for future exploration across biological fields.

## MATERIALS AND METHODS

### Cell culture

### Bone marrow–derived macrophages

BMDMs were differentiated from mouse bone marrow cells in macrophage growth medium (MGM) composed of 30% L929 cell–conditioned medium and 70% complete RPMI medium (cRPMI), which consisted of RPMI 1640 (Corning) supplemented with 10% heat-inactivated FBS (Gibco), 2 mM l-glutamine, penicillin/streptomycin (200 U/ml), 1 mM sodium pyruvate, and 10 mM Hepes. Bone marrow was prepared by crushing C57BL/6J mouse femurs and tibias to release marrow, followed by ACK (ammonium-chloride-potassium) lysis of red blood cells and passage through a 70-μm cell strainer. Bone marrow was plated at 5 × 10^6^ cells in 20 ml of MGM in a non-TC dish (day 0). Every 3 days, cells were supplemented with 10 ml of MGM. After day 6, adherent cells were lifted with cold phosphate-buffered saline (PBS) containing 5 mM EDTA and used for experiments. Bone marrow cells derived from Piezo1^f/f^ and LysM^Cre/+^ Piezo1^f/f^ mice were provided by R. Flavell (Yale University) (*45*).

#### Murine embryonic fibroblasts

Embryonic day 13.5 (E13.5) to E14.5 embryos were collected from a pregnant female by removing the uterus and separating each embryo from its amniotic sac. The head and “red tissue,” including fetal liver, were removed and discarded. The remaining portion of each embryo was minced using razor blades in 0.05% trypsin + EDTA and placed in a 37°C incubator for 30 min. After digestion, the tissue was washed and plated in complete Dulbecco’s modified Eagle’s medium [Dulbecco’s modified Eagle’s medium + 10% FBS, 2 mM l-glutamine, 1 mM sodium pyruvate, 10 mM Hepes, and penicillin/streptomycin (200 U/ml)] in 15-cm TC plates overnight. The following day, cells and undigested tissue debris were lifted from the plates using 0.05% trypsin + EDTA (Gibco) and filtered over a 70-μm cell strainer. These cells were expanded for one to two passages and then sorted for CD45, CD11b, and F4/80 negativity to exclude contaminating macrophages. The sorted MEFs were split once after sorting to allow for recovery and used for experiments between passage 3 and passage 7.

### Reagents

For stimulation of BMDMs, recombinant murine IL-4 (PeproTech, 214-14) was used at 20 ng/ml, and recombinant murine CSF1 (Cell Signaling Technologies, 5228) at 100 ng/ml for 2D culture and 200 ng/ml for 3D culture. Chemical inhibitors used in cell culture included latrunculin A (Cayman Chemical, 10010630, or Sigma-Aldrich, 428021), (−)-blebbistatin (Sigma-Aldrich, B0560), and nocodazole (Sigma-Aldrich, M1404), which were used at 1, 25, and 10 μM, respectively. K-975 (Sellek Chemicals, E1329), RN-1734 (Cayman Chemical, 24205), and HC-067047 (Cayman Chemical, 20927) were all used at 10 μM. GsMTx4 (Abcam, ab141871) was used at 5 μM. ML099 (Cayman Chemical, 15176) was used at 100 μM.

For antibody blockade of cell surface receptors, cells were preincubated in a small volume of medium with antibody (160 μg/ml) for 15 min at room temperature, followed by dilution to a final concentration of 20 μg/ml for the duration of the experiment. β1 integrin blockade was performed with Purified NA/LE Hamster Anti-Rat CD29 (clone Ha2/5, BD Pharmingen, 555002) and the isotype control antibody Purified NA/LE Hamster IgM, λ1 Isotype Control (clone G235-1, BD Pharmingen, 553957). β2 integrin blockade was performed with Purified NA/LE Rat Anti-Mouse CD18 (clone GAME-46, BD Pharmingen, 555280) and the isotype control antibody Purified NA/LE Rat Ig1, κ Isotype Control (clone R3-34, BD Pharmingen, 553921).

### 3D collagen gels

#### Preparation of 3D collagen gels with embedded cells for cell culture

3D collagen gels with embedded BMDMs or MEFs were synthesized using high-concentration rat tail collagen I (Corning, 354249), using a protocol adapted from Corning’s “alternate gelation procedure” provided with the product. Briefly, Collagen was mixed with 10× PBS and sterile H_2_O to achieve the desired collagen concentration. Subsequently, 1 N of NaOH was added to neutralize the acetic acid in the collagen solution until a pH of 7 to 7.5 was achieved, measured by pH strip. BMDMs or MEFs were added to the collagen solution at 0.5 × 10^6^ to 1 × 10^6^ cells or 0.2 × 10^6^ cells per gel, respectively. Cells were added such that they made up one-eighth of the volume of the gel. Collagen-cell solutions were then plated at 200 μl in 48-well non-TC plates. Until this step, collagen solution was kept on ice as much as possible. After collagen-cell solutions were plated, they were incubated for 45 min to 1.5 hours at 37°C and 5% CO_2_ to achieve gelation. A small pipette tip was used to score around the edge of the gels to detach them from the walls of the wells and ensure that they float to avoid cells interacting with the stiff bottom of the plate. Medium (400 or 500 μl) was then added, including any stimulation or inhibitors at the appropriate concentrations, and the gels were scored once again before placing them back in the incubator for the duration of the experiment.

#### Harvesting RNA for quantitative reverse transcription polymerase chain reaction from cells in 3D collagen gels

After stimulation for 16 to 28 hours, gels were transferred with curved, blunt, serrated forceps to a 24-well non-TC plate, rinsing forceps in PBS between handling each gel. RNA-Bee (Tel-Test; 1 ml) was then added to each gel and allowed to sit for 5 min or until gels began to fragment. RNA-Bee and gel were pipetted up and down until the gel disintegrated and the solution was homogenous. This solution was processed for RNA purification.

#### Harvesting protein for Western blot from cells in 3D collagen gels

Using curved, blunt, serrated forceps, gels were transferred to 200 μl of 2× SDS–polyacrylamide gel electrophoresis sample buffer with β-mercaptoethanol and protease/phosphatase inhibitor that was preheated at 105°C. Samples were further heated at 105°C for 15 min, visualized to ensure homogenization, and used for Western blot.

#### Harvesting cells from 3D collagen gels for flow cytometry

Collagenase type IV (Worthington, LS004189) was added at 18 mg/ml, 100 μl per well, to 500 μl medium in which cells were cultured for a final concentration of 3 mg/ml. Gels were diced with clean scissors directly in the wells. After plates were rotated at 205 rpm for 20 min, samples were transferred to conical tubes through a cell strainer, using the top of a plunger to completely mash the partially digested gels. Following two washes with PBS, cells were collected with the centrifugation at 1350 rpm (385*g*) at 4°C for 5 min.

#### Confocal microscopy of cells in 3D collagen gels

In preparation for confocal microscopy, 200 μl of collagen gels were prepared in chambers with coverglass well-bottoms (Lab-Tek Chambered #1.0 Borosilicate Coverglass System, 8-chamber). Gels were not scored so that they would sit on the bottom of the well to be as close as possible to the microscope objective. After gelation, 300 μl of medium with recombinant IL-4 and/or CSF1 was added. At the end of the experiment, medium was removed with a pipette, gels were washed gently with PBS, and gels were fixed in 300 μl of 4% paraformaldehyde (PFA) for 1 hour at room temperature on a bench-top rotator. Gels were washed three times with 400 μl of PBS and then permeabilized with 0.5% Triton X-100 for 1 hour at room temperature on the rotator. Gels were washed three more times with PBS and incubated with Phalloidin-Texas Red (Thermo Fisher Scientific, T7471) at 1:50 in PBS/5% bovine serum albumin (BSA) for 1 hour in the dark at room temperature on the rotator. Gels were then counterstained with 4′,6-diamidino-2-phenylindole (DAPI) in PBS for 5 min. Gels were washed three more times with PBS, rotating for 5 min in the dark for each wash. Gels were kept in PBS and imaged by Leica SP8 confocal microscopy, scanning for cells that do not contact the bottom of the gel and obtaining Z stacks to capture several whole cells in each image, which were then used for downstream analyses. Cellular morphology was quantified using Imaris 9.8 software (Oxford Instruments) for all cells captured in the acquired confocal images. “Surfaces” were created automatically in the phalloidin channel using the default setting of 0.359 μm for “surfaces detail” to avoid bias and were then filtered manually to include only genuine cells and only cells whose borders were fully captured. The software was then used to calculate cell sphericity.

### PA-fibronectin gels

#### PA gel fabrication

Hydrogels were generated by polymerizing various ratios of solutions of acrylamide (Bio-Rad; 3 and 10% for low and high stiffness, respectively) and bis-acrylamide (Bio-Rad; 0.3 and 0.225% for low and high stiffness, respectively) with ammonium persulfate (Sigma-Aldrich) and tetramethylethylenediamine (Bio-Rad) sandwiched between two glass coverslips. One coverslip was activated with 3-aminopropyltriethoxysilane using 0.1 M NaOH (Macron Fine Chemicals) and 0.05% glutaraldehyde (Polysciences Inc.) and the other coated with dichloromethylsilane (Sigma-Aldrich). Fibronectin was conjugated to the polymerized hydrogels by succinimide chemistry. Briefly, sulfo-sulfosuccinimidyl 6-(4′-azido-2′-nitrophenylamino)hexanoate (SANPAH, 0.2 mg/ml; Thermo Fisher Scientific) in 50 mM Hepes (Sigma-Aldrich) were placed under ultraviolet (365 nm, 10 mW/cm), washed thoroughly with Hepes, and incubated overnight with fibronectin (0.2 mg/ml; Millipore) at 37°C. After incubation, the hydrogels were washed and kept at 4°C until cell seeding.

#### Cell culture on PA-fibronectin gels

Gels (attached to coverslips) were transferred to six-well non-TC plates using sterile, curved, pointed forceps. BMDMs (0.85 × 10^6^ cells per gel in 250 μl of cRPMI) were gently plated at the center of each gel such that the medium formed a meniscus and did not spread beyond the border of the gel. Cells were left to incubate undisturbed for 30 min to 1 hour, after which adhesion was confirmed by microscopy. An additional 1.75 ml of cRPMI was then added to each gel gently such that the cells were not disrupted. Cell culture plates were then returned to the incubator for 3 hours, after which the stimulation with IL-4 was performed. Cells were then incubated for an additional 16 hours before RNA collection.

#### RNA isolation from PA-fibronectin gels

Gels were transferred to new six-well non-TC plates, taking care to cause minimal mechanical disruption. RNeasy RLT buffer (QIAGEN) with 1:100 β-mercaptoethanol was added to the center of the gel at 350 μl per gel. Several minutes later, RLT buffer on each gel was gently pipetted up and down and collected. RNA was isolated with the RNeasy Micro Kit (QIAGEN) according to the manufacturer’s instructions.

### Scanning electron microscopy

Collagen gels (400 μl) were formed in 24-well plates and incubated in cRPMI medium overnight before fixation in 4% PFA for 10 min. Hydrogels were then snap-frozen in liquid nitrogen and lyophilized overnight. Freeze-dried samples were sputter-coated with palladium and imaged via scanning electron microscopy (Hitachi, SU-70). Images were taken at 10 kV for pore quantification. The width of individual pores was analyzed from scanning electron microscopy images using ImageJ, quantifying the pore size as the distance between fibers in 3D space (*89*).

### Rheology

A PA or collagen hydrogel was cast between the rheometer base plate and 25-mm-diameter parallel plate. Gels were swollen overnight and kept hydrated during testing. The shear modulus of the gel was measured using a strain amplitude sweep of 0.1 to 10% strain at a constant frequency rate (1 rad/s). The measured shear modulus remained constant over the specified strain range. The elastic modulus was calculated using the shear modulus values, assuming that the gels were incompressible (Poisson ratio = 0.5).

### RNA isolation, cDNA synthesis, and quantitative reverse transcription polymerase chain reaction

After cell collection in RNA-Bee, RNA was isolated according to the manufacturer’s instructions, except when isolating RNA from PA gels as indicated. To synthesize cDNA, RNA was annealed to oligo-dT6 primers, and cDNA was reverse-transcribed with moloney murine leukemia virus reverse transcriptase (Clontech). Quantitative reverse transcription polymerase chain reaction (qRT-PCR) was performed on a CFX96 or CFX384 Real-Time System (Bio-Rad) using PerfeCTa SYBR Green SuperMix (Quanta Biosciences). Relative expression units were typically calculated as transcript levels of target genes relative to Rpl13a. Primers used for qRT-PCR are listed in table S1.

### Live-cell imaging

Image acquisition was performed with Leica AF6000 Modular System with stage-top incubator INUBTFP-WSKM-F1 (Tokai Hit) maintained at 37°C and 5% CO_2_. Multiple images were acquired from each sample every 3 to 5 min for 16 to 20 hours, and videos were assembled from serial images at a single position. Imaris 9.8 was used to track individual cells throughout the video to quantify the max track speed and track displacement length of each cell. “Brownian motion” was used for the tracking algorithm, in which maximum distance and maximum gap size were set as 5 μm and 5, respectively.

### Flow cytometry

All staining steps and washes before cell fixation and permeabilization were performed in fluorescence-activated cell sorting buffer (PBS with 2% FBS and 0.01% sodium azide). Cells were incubated with anti-CD16/CD32 (clone 93, eBioscience, 14-0161-86) for Fc receptor blockade and stained with Zombie Yellow (BioLegend) for 10 min at room temperature in the dark to distinguish live and dead cells. For lung cells, cell surface markers were stained with the following antibodies: anti–CD11c–fluorescein isothiocyanate (clone N418, eBioscience, 11-0114-85), CD64–Brilliant Violet 421 (clone X54-5/7.1, BioLegend, 139309), Ly6G-PerCP-Cy5.5 (clone 1A8, BD Biosciences, 560602), F4/80–phycoerythrin (PE)/Cyanine7 (clone BM8, BioLegend, 123113), CD45.2-BUV395 (clone 104, BD Biosciences, 564616), and CD11b-BUV737 (clone M1/70, BD Biosciences, 612800). After washing, cells were fixed and permeabilized with BD Cytofix/Cytoperm for 15 to 20 min. Cells were then washed with BD Perm/Wash, and intracellular staining was performed in BD Perm/Wash for 45 min at room temperature or at 4°C overnight. Antibodies included anti–FIZZ1-phycoerythrin (PE) (clone DS8RELM, eBioscience, 12-5441-80) and ARG1-allophycocyanin (APC) (clone A1exF5, eBioscience,17-3697-82). Rat immunoglobulin 1κ (IgG1κ)–PE (clone R3-34, BD Biosciences, 554685) and rat IgG2aκ-APC (clone eBR2a, eBioscience, 17-4321-81) were also used as isotype control for gating FIZZ1- and ARG1-positive cells, respectively. After washing with BD Perm/Wash, cells were run on a BD LSR II Green, followed by analysis with FlowJo software (FlowJo LLC).

### Western blot

Samples were run on Bio-Rad Mini-PROTEAN TGX Stain-Free Gels, 4 to 15%, with a 10- or 12-well comb in tris/glycine/SDS buffer. Protein was transferred onto activated polyvinylidene difluoride membranes using the Bio-Rad Trans-Blot Turbo system according to the manufacturer’s instructions. Membranes were blocked with TBST (20 mM tris, 150 mM NaCl, and 0.05% Tween 20)/5% BSA for 1 hour and then incubated with primary antibodies in TBST/5% BSA with sodium azide at 4°C overnight. Primary antibodies included rabbit anti–phospho-STAT6 (Cell Signaling Technologies, 56554), rabbit anti-RELMα (PeproTech, 500-P214), and mouse anti–glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (Santa Cruz Biotechnology, sc-32233). Membranes were washed three times with TBST and then incubated with horseradish peroxidase–conjugated secondary antibodies (anti-rabbit or anti-mouse) for 1 hour at room temperature. Membranes were washed three more times and then developed using Pierce ECL Western Blotting Substrate (Thermo Fisher Scientific) or SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific). Protein was visualized using the Bio-Rad Image Lab system.

### Talin1 knockdown

Gene knockdown was performed using P2 Primary Cell 4D-Nucleofector X Kit (Lonza) according to the manufacturer’s instructions with modification. Briefly, 2 × 10^6^ BMDMs in a cuvette were transfected with 500 pmol of MISSION siRNA Universal Negative Control #1 or TLN1 siRNA (ID: SASI_Mm01_00114842) (Sigma-Aldrich) with the protocol “Mouse, macrophage” programmed in 4D-Nucleofector (Lonza). Cells were cultured in medium composed of 50% L929 cell–conditioned medium and 50% cRPMI. Two days later, cells were harvested and used for 3D culture.

### BMDM culture on TC plate

BMDMs were seeded at 0.33 × 10^6^ cells per well of a 12-well dish. After stimulation for 20 to 24 hours, cells were photographed using a Zeiss Axio Vert.A1 microscope for cell morphology analysis, lysed in RNA-Bee for mRNA expression analysis, or detached with PBS + 5 mM EDTA as described above for flow cytometry analysis.

### RNA-seq analysis

The aqueous phase after chloroform extraction from RNA-Bee solution was mixed 1:1 with 70% ethanol and further processed with QIAGEN RNeasy Mini columns, with on-column deoxyribonuclease treatment, according to the manufacturer’s instructions. Sequencing libraries were constructed following Illumina TruSeq stranded mRNA protocol. Paired-end sequencing was performed with NextSeq 500 with paired-end reads of 38 base pairs. Illumina fastq files were downloaded from Illumina Basespace and were aligned with Kallisto v0.46.1 using the “-b 100 and -t 20” options to obtain transcript abundances in transcripts per million and estimated counts (*90*). The kallisto index used during transcript quantification was built from the *Mus musculus* transcriptome GRCm38 downloaded as a fasta file from Ensembl (ftp://ftp.ensembl.org/pub/release-90/fasta/mus_musculus/cdna/s). Transcripts were annotated using the Bioconductor package biomaRt v2.40.5 (*91*). Significant differences in gene expression between conditions were calculated, with correction for multiple comparisons, using Sleuth in R v3.5.1 (*90*).

### ATAC-seq analysis

ATAC-seq was performed according to the protocol detailed by Buenrostro and colleagues (*92*). UCSC Genome Browser (https://genome.ucsc.edu/) was used for data visualization. HOMER was used to analyze known transcription factor motif enrichment (http://homer.ucsd.edu/homer/). Paired-end sequencing was performed with NextSeq 500 with paired-end reads of 38 base pairs. Illumina fastq files were downloaded from Illumina Basespace, and adapters were removed with Cutadapt (https://journal.embnet.org/index.php/embnetjournal/article/view/200) using the option “-a CTGTCTCTTATA -A CTGTCTCTTATA -m 23.” Reads were then mapped to the mm9 mouse genome with Bowtie2 using the option “-k 10 -X 1000 –end-to-end –very-sensitive” (*93*). Sam files were converted to Bam files, and read duplicates were removed using Picard (https://broadinstitute.github.io/picard/). Blacklist regions (obtained from https://github.com/MayurDivate/GUAVA) and mitochondrial genomic reads were removed using BEDTools (https://academic.oup.com/bioinformatics/article/26/6/841/244688) and Picard, respectively. Bam files were converted to Bed files also using BEDTools, and macs2 (https://genomebiology.biomedcentral.com/articles/10.1186/gb-2008-9-9-r137) was used to call peaks using the converted bed file. Macs2 call-peak options used were “-f BED -g mm -q 0.05 --nomodel --shift -75 --extsize 150 --keep-dup all.” To count the number of reads in each peak, featureCounts (https://academic.oup.com/bioinformatics/article/30/7/923/232889) was used. Read counts were normalized using the trimmed mean of M-values method in EdgeR (https://bioconductor.org/packages/release/bioc/html/edgeR.html), and differences of 1.5-fold or greater were analyzed as discussed in the text.

### Animals

All use of animals was performed in accordance with institutional regulations after protocol review and approval by Yale University’s Institutional Animal Care and Use Committee.

### Bleomycin-induced lung injury

C57BL/6 mice of 8 to 10 weeks of age were injected oropharyngeally with 50 μl of PBS or bleomycin (1 U/ml; Teva) after being anesthetized with 1,2-propanediol and isoflurane at a ratio of 7:3. On day 3, 6, 9, or 12, mice were euthanized and transcardially perfused with heparin (60 μg/ml) in PBS. For histology analysis, lung was fixed and inflated by intratracheal injection with 10% PFA. Whole lung was collected and further fixed in 10% PFA for 6 hours at 4°C. The left superior lobe was subjected to hematoxylin and eosin staining and Masson’s trichrome staining, which were performed by Yale Pathology Tissue Services. The right superior lobe was further treated with 30% sucrose for 24 hours and embedded in optimum cutting temperature compound (VWR). Frozen sections were prepared and stained as described below. For mRNA expression analysis, all lung lobes were homogenized in 1 ml of RNA-Bee, the supernatant was collected after centrifugation at 12,700 rpm for 3 min, and RNA isolation and qRT-PCR analysis were performed. For flow cytometry analysis, the whole lung was minced with a sharp razor blade and digested with collagenase type IV (2 mg/ml; Worthington, LS004189) and deoxyribonuclease II (4 μg/ml; Worthington, LS002425) at 37°C with 180 rpm of rotation for 30 min. Cells were passed through a 70-μm cell strainer, and remaining tissue pieces were mashed with a plunger. Following red blood cell lysis by ACK lysing buffer (Lonza), single-cell suspension was collected and stained as described above. Isotype control antibodies for gating Fizz1- and Arg1-positive cells were used at each time point for each sample.

### Immunostaining of lung tissue

Frozen lung tissues were cut at 60 μm in thickness with a cryostat. After washing with PBS, sections were incubated with 0.3% Triton X-100 in PBS (wash buffer) for 30 min for permeabilization and then with 5% normal goat serum (Jackson ImmunoResearch) in wash buffer (blocking buffer). Endogenous biotin was blocked with Avidin/Biotin Blocking Kit (Vector Laboratories) according to the manufacturer’s instructions. Following the wash with wash buffer, tissues were reacted with rabbit anti–collagen I antibody (Thermo Fisher Scientific, PA5-95137) at 1:200 and biotinylated anti-F4/80 antibody (clone BM8, eBioscience, 13-4801-85) at 1:200 in blocking buffer overnight at 4°C. Sections were washed with wash buffer, incubated with goat anti-rabbit antibody conjugated with Alexa Fluor Plus 488 (Thermo Fisher Scientific, A32731) at 1:1000 and streptavidin conjugated with Alexa Fluor 647 (Thermo Fisher Scientific, S32357) at 1:2500, and washed again. Subsequently, sections were mounted with ProLong Diamond Antifade Mountant with DAPI (Thermo Fisher Scientific) and observed under Leica SP8. Z-stack images were taken at 1-μm steps from the bottom of the section to the top. Cell sphericity was calculated in the channel for F4/80 using Imaris 9.8 as described above except for filtering “Number of voxels Img = 1” ≥ 5000 to avoid capturing cell debris. DAPI-positive cells were further selected to only include genuine cells for cell sphericity calculation.

### Statistical analyses

Unpaired *t* tests and an analysis of variance (ANOVA) test with multiple comparisons were used where appropriate to determine statistical significance between groups (*P* < 0.05 was considered significantly different) using Prism 9.2 (GraphPad Software Inc). All data are representative of two to three independent experiments and shown as means ± SD, unless specified. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. ns indicates not significant.

How the deposited data were processed for this re-analysis (not part of the article)

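RNA-seq libraries of murine BMDMs were analysed from 6 conditions with 2 libraries each: low-collagen gels (2 mg/ml), high-collagen gels (7 mg/ml) and TC plates, each untreated or with IL-4 (20 ng/ml). Conditions were taken from the sample labels and the methods of the paper, and every one of the 12 libraries was mapped. The text of the paper describes no RNA-seq on TC plates, and it does not say which samples figs. S3 and S4A show.

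The authors extracted RNA, made stranded mRNA libraries, sequenced paired ends and estimated transcript abundances with kallisto on the Ensembl GRCm38 transcriptome, and for their own tests used Sleuth. They deposited one table with the TPM of each gene in each library. TPM are corrected for transcript length and scaled to the same total in each library, and they carry no depth, so neither the number of reads per library nor a counting interval can be given, and no test on counts was used. A gene whose transcripts resemble those of another gene gets its TPM from reads that kallisto divides between them, and a value of 0 can be a failed division and not an absence of transcripts. The text of the paper does not name how transcripts were joined into genes.

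The table has 34456 lines. A symbol and its values were repeated on 129 lines, which held between 1742 and 2155 TPM per library and were collapsed, leaving 34327 genes, with 31 symbols kept under more than one identifier. At a mean TPM of at least 1, 60 genes have values identical to those of another symbol. No pair of libraries has identical values (0 pairs). The 10 most abundant genes took 11.8% to 17.8% of the TPM of a library, with Lyz2 or Ftl1 at the top.

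Values were taken as log2(TPM + 1). The main test was limma 3.58.1 in R 4.3.3, with one mean per condition, contrasts between conditions, moderated variances with a mean-variance trend and Benjamini-Hochberg adjustment, and a gene was called at an adjusted p-value under 0.2. The 8 gel libraries entered one fit (11852 genes with a mean TPM of at least 1) and all 12 libraries another (11865 genes) for comparisons with TC plates. The interaction of collagen and IL-4 is the IL-4 effect in high-collagen gels minus that in low-collagen gels. Distances and principal components used the same matrix, centred and not scaled. Confidence intervals of shares are exact 95% intervals. Tables and figures used python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

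The fit was tested on simulated data of 11852 genes with 200 genes changed. It called 97.1% of 4-fold changes and 78.6% of 2-fold changes, 22.8% of its calls were false, and the median error of the log2 fold change was −0.0156. With no gene changed, 1 gene was called. A test of gene lists gave a p-value of 5.82e-06 by fry for 20 genes raised 2-fold and of 0.293 for an unchanged list.

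These choices were made before the data were examined: the conditions, the tests, the threshold, the gene lists and the alternatives, unless said otherwise. The alternatives were a pseudocount of 0.1, no filter, a mean TPM of at least 5, no mean-variance trend, median-ratio rescaling of the TPM, quantile normalization, the replicate number as a block, an adjusted p-value under 0.05, a 2-fold change as well, only the compared libraries in the fit, all 12 libraries in the fit, an additive model of collagen and IL-4, the 500 genes with the largest variance for distances, and each library left out in turn. A correction of each library for GC content and transcript length (99.4% of the genes have both in the annotation), the IL-4 effect taken in high-collagen gels, and the IL-4 response in low-collagen gels against TC plates were added after seeing the data. The GC and length correction also recentres each library, so changes under it cannot be credited to GC content and length alone.

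Genes are named by a rule, which took those the paper names for Fig. 1 and those of the paper's integrin and mechanosensing lists. It also took the 3 largest rises and 3 largest falls called, with a mean TPM of at least 5 and no overlap between the groups. These were taken for collagen with IL-4, collagen without IL-4 and the interaction of collagen and IL-4. They were also taken for low- and for high-collagen gels against TC plates with IL-4, but not for the other comparisons. The 5 largest falls of the cluster of genes raised by IL-4 and lower in high-collagen gels were named too. Gene locations are from the GENCODE annotation of GRCm38. Words of 31 bases shared between transcripts of different genes were counted in the same annotation as a measure of reads that cannot be assigned to one gene. Lists of at least 8 genes for proliferation, cholesterol synthesis, hypoxia and glycolysis, the interferon response, targets of SRF and YAP, fibroblast markers and the mechanosensing machinery named by the paper were tested with fry, and with camera at its preset correlation of 0.01, at an adjusted p-value under 0.05. A list of 8 eosinophil markers, of which only Cebpe reached the filter, was not tested and served for levels only. RT-qPCR, flow cytometry, imaging and ATAC-seq results of the paper were not analysed here.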

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

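The tests by rescaling and by correction for GC content and transcript length on the calls between gels with IL-4, and between low-collagen gels and TC plates, were chosen after the results were seen.

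The IL-4 response differed between low- and high-collagen gels, by a test of the difference itself, in 43 genes. The interaction log2 fold change was −2.72 for Retnla (adjusted p = 0.0319 from limma), −1.24 for Rnase2a (adjusted p = 0.0919), −2.63 for Ear2 (adjusted p = 0.0546), −1.49 for Chil3 (adjusted p = 0.0632), −1.91 for Fn1 (adjusted p = 0.0147) and −2.94 for Ccl24 (adjusted p = 0.191), all from limma. Of the 8 genes that the paper names, these 6 were called over all genes tested and also when adjusted over the list alone, which is not independent evidence because the paper chose the genes on these samples. For Arg1 (−0.08, adjusted p = 0.854, limma) and Mrc1 (−0.17, adjusted p = 0.733, limma) no difference was called. Among the 446 genes that IL-4 raised and that were lower in high-collagen gels, 17 were called for the interaction, so for the other genes a difference of the IL-4 response between gels was not shown. Most of these single-gene calls depend on the setting. With a pseudocount of 0.1 Retnla (adjusted p = 0.491), Rnase2a (adjusted p = 0.452) and Ccl24 (adjusted p = 0.454) were not called. Over the alternatives the adjusted p-value from limma lay between 0.0319 and 0.491 for Retnla, 0.0948 and 0.452 for Rnase2a, 0.0271 and 0.122 for Ear2, 0.0319 and 0.228 for Chil3, 0.00183 and 0.0578 for Fn1 and 0.086 and 0.454 for Ccl24. Retnla, Rnase2a and Ear2 are listed at or near 0 without IL-4, so their interaction is set by the pseudocount as well as by the collagen effect. After median-ratio rescaling, each of the 6 genes was called again. Rescaling moved the median interaction of all genes down, from 0.086 to −0.007, so these negative interactions could hardly be lost. The shift was small beside the 6 interactions, which argues against the scaling as the source of these calls. A dependence of the IL-4 response on collagen, as the design allows, remains open beside handling differences between gels, which were not tested.

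Of the 8 genes named for Fig. 1, Fn1 was the one called for collagen in opposite directions with and without IL-4. It was higher in high-collagen gels without IL-4 (log2 fold change 1.24, adjusted p = 0.00765 from limma; 55.2 ± 0.184 TPM against 23.0 ± 3.78 TPM, SD, n = 2 each) and lower with IL-4. With a pseudocount of 0.1, Ear2 was also called higher without IL-4 (2.34, adjusted p = 0.069 from limma, within a range of 0.069 to 0.41 over the alternatives), where it is listed at 0 in both low-collagen libraries. A few genes taking most of the TPM would remove a sign or a call under median-ratio rescaling, but the interaction was −2.0 there with both collagen effects still called. After the correction for GC content and transcript length it was −1.99, again with both called. Of the 31-base words of Fn1, 1.7% occur in transcripts of other genes, too few for shared reads as the source. These tests argue against the technical explanations that were tested. A hypothesis left open is that collagen acts on Fn1 in opposite directions with and without IL-4, found and tested on the same data. Over all called genes, 23 of the 510 called by collagen both with and without IL-4 were called in opposite directions.

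Without IL-4, a comparison that the paper does not discuss, collagen changed 951 genes. Other divisions of the libraries were counted with a model of one collagen effect over untreated and IL-4-treated gels, since 2 libraries against 2 are too few, so this does not test the effect without IL-4 alone. The real division gave 2922 calls, and 1 of the 34 divisions of the 8 gel libraries into equal groups, the real one, gave as many; the division by IL-4, a term of the model, was left out. For IL-4 over both gels, with the division by collagen left out, the real division gave 6969 calls, again 1 of 34. Each other division leaves the real effect in the residual spread, which keeps its calls few, so these counts are no measure of how many calls arise without an effect. With IL-4, where the paper discusses collagen, median-ratio rescaling made 74.5% of the calls higher in high-collagen gels and 99.6% of the calls lower again in the same direction. Correction for GC content and transcript length, which also recentred each library, made 74.1% and 99.5% of them again. Both corrections moved the median log2 fold change of all genes down, from 0.064 to −0.001 and −0.004. Lower calls could therefore hardly be lost, and only the higher calls test the scaling. Most of the higher calls are not accounted for by a few genes taking most of the TPM or by these biases. About 1 in 4 of the higher calls depends on the scaling. The number of calls without IL-4 itself is not firm, since it was 63 at an adjusted p-value under 0.05 and 371 with only the compared libraries in the fit.

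The TC plate libraries, which the text of the paper does not describe, gave a large signal. IL-4 changed 4598 genes on TC plates, 1745 higher and 2853 lower (2234 and 2404 of 4638 after median-ratio rescaling). With IL-4, 8906 genes differed between low-collagen gels and TC plates (2708 higher and 6198 lower in gels, or 4399 and 4179 of 8578 after median-ratio rescaling), and 8852 between high-collagen gels and TC plates (3148 higher and 5704 lower, or 4571 and 4198 of 8769 after rescaling). The median log2 fold change of all genes was −0.28 for low-collagen gels and −0.20 for high-collagen gels, and rescaling moved these to 0.018 and 0.035. Of the genes called higher in low-collagen gels, 100% were called higher again after rescaling, and of those called lower 67.5% were called lower again and 181 were called higher. After correction for GC content and transcript length these shares were 99.4% and 73.6%, and 122 genes were called the other way. Both corrections moved the median log2 fold change up, to 0.018 and −0.03, since the latter also recentres each library. Calls higher in gels could therefore hardly be lost and do not test the scaling. A few genes taking most of the TPM and these biases are not the whole source of the calls lower in gels. About 1 in 3 of the calls lower in gels rests on the scaling. Fibroblasts carried along on one side are argued against by their markers: 12 of 14 stayed under a TPM of 1 in every library, and the largest value was 8.03 TPM for Postn in low-collagen gels with IL-4, a gene at a mean of 6.25 TPM there and 0.215 TPM on TC plates with IL-4. The collagen gene Col1a1 was at 0.0306 and 0.0453 TPM. Gels and plates also differ in how cells are handled, which the design confounds with the culture, so a response to the culture itself and an effect of handling are both open and untested.

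The IL-4 response differed between low-collagen gels and TC plates in 3319 genes, 1104 higher and 2215 lower in gels (1688 and 1216 of 2904 after rescaling), with a median over all genes of −0.12 that rescaling moved to 0.008. The interaction was 7.89 for Retnla (adjusted p = 0.000179 from limma): it reached 118 ± 11.9 TPM (SD, n = 2) with IL-4 on TC plates, against 8343 TPM in low-collagen gels. Untreated cells had 0.969 and 6.52 TPM on TC plates and 0 and 0.296 TPM in low-collagen gels, so the size of the interaction depends on the pseudocount. For Arg1 it was −1.92 (adjusted p = 0.0429, limma). Untreated cells were at 4.42 ± 3.77 TPM (SD, n = 2) on TC plates and at 44.2 ± 3.02 TPM in low-collagen gels, while with IL-4 they were at 3092 ± 32.0 TPM and 7815 ± 202 TPM (SD, n = 2 each). Over the alternatives the interaction stayed between 7.89 and 9.88 for Retnla and between −2.26 and −1.73 for Arg1. With each library left out it ranged from 6.92 to 8.85 for Retnla. For Arg1 the untreated TC plate libraries (1.76 and 7.09 TPM) decided its size: it was −1.14 without replicate 1 and −2.7 without replicate 2 of these. No explanation was tested for these genes beyond the scalings.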

How the results depend on the processing

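The alternatives that correct for GC content and transcript length or take the IL-4 effect in high-collagen gels, and the test of the IL-4 response in low-collagen gels against TC plates, were chosen after the results were seen. For the named genes, 111 log2 fold changes gave 883 values under alternatives with a test. Of these, 816 kept their direction and their side of the threshold, and 36 kept the direction but were no longer called. Another 11 became called and 20 were counted as reversed. The 20 include values of Ighj1 with IL-4, which had no direction to reverse because its main log2 fold change was 0. Except where said otherwise, the cause of a change was not tested.

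Of the 20 values counted as reversed, 9 came from the additive model, which by construction replaces the collagen effects with and without IL-4 by one. Without IL-4 these were Retnla −1.31, Rnase2a −0.44, Ear2 −0.80 and Gm14749 0.22. With IL-4 they were Fn1 0.29, Itgb2 0.01, Tln1 0.00, Tead2 −0.42 and Ighj1 2.38. Tln1 went from 0.01 to a value that rounds to 0.00, and Ighj1 started at 0, so neither shows a reversal at this precision. Median-ratio rescaling reversed Chil3 between high-collagen gels and TC plates (0.15), Mrc1 without IL-4 (0.02), Itgb1 (−0.04) and Tln1 (−0.06) with IL-4. The GC and length correction reversed the same results, at 0.08, 0.04, −0.05 and −0.02, and moved Ighj1 with IL-4 from 0 to −0.24. Quantile normalization reversed Mrc1 without IL-4 (0.01). Among the values counted as reversed so far, Fn1 alone was called before, at −0.67, and in the additive model Retnla and Ighj1 became called. With a pseudocount of 0.1, the interaction of low-collagen gels against TC plates and IL-4 for Ccl24 went from 1.22 to −0.19, where it was called before (adjusted p = 0.165 from limma) and not after (adjusted p = 0.924, the highest of a range from 0.0408 over the alternatives). Ccl24 is at 0.244 TPM on untreated TC plates.

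The numbers of calls moved most with the threshold, by construction. At an adjusted p-value under 0.05 there were 561 calls by collagen with IL-4 and 63 without, 3656 by IL-4 in low-collagen gels, 1890 in high-collagen gels and 2710 on TC plates, 7 for the interaction of collagen and IL-4 and 1220 for that of low-collagen gels against TC plates. The cluster raised by IL-4 and lower in high-collagen gels had 122 genes, 12.8% of those raised. With a 2-fold change required as well, the numbers in the same order were 136, 93, 816, 540, 722, 24 and 480, with 2445 and 2527 between low- or high-collagen gels and TC plates with IL-4, and the cluster had 36 genes or 11.1%.

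Collagen without IL-4 (951 genes) gave 567 without a filter, 548 without the mean-variance trend, 371 with only the compared libraries in the fit, which leaves fewer libraries to estimate the spread, and 2922 in the additive model. IL-4 in high-collagen gels gave 6969 in the additive model, which pools both gels. The interaction (43 genes) gave 66 without a filter, 26 without the trend and 95 with all 12 libraries. The share of genes raised by IL-4 that were lower in high-collagen gels (28.5%) was 23.1% without a filter, 30.9% at a mean TPM of at least 5, 24.5% without the trend, 31.2% with only the compared libraries, 31.4% with all 12 libraries and 24.6% in the additive model. After median-ratio rescaling the cluster had 866 genes or 31.5%, after the GC and length correction 782 or 31.7%, and with the IL-4 effect in high-collagen gels 290 or 21.2%.

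Scalings moved the balance of directions. Of the calls by collagen with IL-4, 66.9% were higher, against 48.6% after median-ratio rescaling, 53.4% after quantile normalization and 48.6% after the GC and length correction. The shares in the same order were 40.3%, 52.0%, 51.2% and 47.8% by collagen without IL-4, 24.7%, 52.0%, 45.9% and 47.1% by IL-4 in low-collagen gels, 33.6%, 52.6%, 47.0% and 47.3% by IL-4 in high-collagen gels, and 53.5%, 37.5%, 46.8% and 36.1% for the interaction. They were 38.0%, 48.2%, 47.8% and 50.8% by IL-4 on TC plates, 30.4%, 51.3%, 48.2% and 46.6% for low-collagen gels and 35.6%, 52.1%, 48.6% and 47.5% for high-collagen gels against TC plates with IL-4, and 33.3%, 58.1%, 50.1% and 49.7% for the interaction with TC plates.

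Replicate numbers did not pair the libraries: the correlation of deviations between libraries with the same number lay between −0.124 and 0.040 over the 6 pairs of gel conditions and between −0.123 and 0.109 over the 15 pairs of all conditions. With the replicate number as a block, 586 genes were called by collagen without IL-4 and 18 for the interaction, and the share was 22.6%. The numbers of calls not given here, under this and the other alternatives, stayed within 1.5 times.

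The distance between gels with IL-4 over that between replicates (1.15) was 1.08 with a pseudocount of 0.1, 1.09 without a filter, 1.22 at a mean TPM of at least 5 and 1.06 over the 500 most variable genes, and from 1.12 to 1.17 with each library left out. Of the gene lists, 0 passed with fry and 1 with camera. Numbers of calls were not run with a library left out. A condition with 1 library gives no spread of its own, although the shared estimate of the spread would still allow a fit. The depth of the libraries is not in TPM values, so how far depth limits low genes is unknown.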

Differences from the paper's values

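The alternative that takes the IL-4 effect in high-collagen gels was added after the results were seen. Values of the paper are read by eye from Fig. 1C, which plots the collagen effect and the IL-4 effect of each gene without its text naming the gel of the IL-4 effect, and those given here were computed in low-collagen gels on the log2(TPM + 1) scale. The collagen effects of the 6 genes labelled there did not differ from those computed here.

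The log2 fold change with IL-4 of Retnla was 12.83, against the paper's value of about 10 in Fig. 1C, read by eye. For Rnase2a it was 9.89, against about 8.6 in Fig. 1C, read by eye. Ear2 was at 4.78, against about 2.1 in Fig. 1C, read by eye, and Chil3 at 8.93, against about 7.4 in Fig. 1C, read by eye. Fn1 was at 4.60, against about 2.8 in Fig. 1C, read by eye. Ccl24 was at 4.37, against about 1.3 in Fig. 1C, read by eye. For Chil3, Fn1 and Ccl24, none of the alternatives set before the data were examined closed the gap. With the IL-4 effect taken in high-collagen gels, a setting chosen after seeing the values, the log2 fold changes were 10.11 for Retnla, 8.65 for Rnase2a, 2.15 for Ear2, 7.44 for Chil3, 2.69 for Fn1 and 1.43 for Ccl24, which differ from the values read in the figure by no more than the replicate spread or the reading error for all 6. Rnase2a and Ear2 are listed at 0 in both untreated low-collagen libraries and Retnla in 1 of them. Their values in low-collagen gels are therefore set by the pseudocount (13.21 for Rnase2a and 8.06 for Ear2 with a pseudocount of 0.1), are no bounds, and do not measure the size of a gap to the paper's values.

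The paper states that the state of the ECM leaves Arg1 unaffected (Fig. 1D). The legend of Fig. 1D gives relative expression without naming the assay, and the paper's methods use that term for qRT-PCR, so the 2 measures are not known to be the same. In the RNA-seq data Arg1 was called lower in high-collagen gels with IL-4, with a log2 fold change of −0.23. It was not called without the mean-variance trend, with quantile normalization or with all 12 libraries in the fit, nor at an adjusted p-value under 0.05. Without IL-4 the log2 fold change of Arg1 was −0.16 and not called. Beyond Fig. 1D, the paper found ARG1 protein unaffected in flow cytometry (Fig. 1E) and no response of Arg1 to collagen dose (fig. S1D). It also found Arg1 unaffected by the stiffness of PA gels (Fig. 1H). Fig. 1C colors Ear2 and Ccl24 for the collagen effect alone, whereas here both were also called higher with IL-4, in low-collagen gels and in high-collagen gels (adjusted p = 0.000574 and 0.0401 in the latter, from limma). No setting that was run left the IL-4 effect of either gene uncalled at a threshold of 0.2: the highest adjusted p-value over the alternatives was 0.00511 for Ear2 and 0.106 for Ccl24 in high-collagen gels. The IL-4 effect of Ccl24 there, 1.43, was 2.03 without replicate 1 and 0.83 without replicate 2 of the untreated high-collagen libraries.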

Other observations

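The test of a common factor on the interaction was chosen after the results were seen.

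Genes that IL-4 changed on TC plates, in a fit of the 4 TC plate libraries separate from the gel libraries, offer a test of whether the IL-4 response as a whole is weaker in high-collagen gels. The 295 tested genes raised at least 2-fold by IL-4 on TC plates had a median log2 fold change of −0.21 between high- and low-collagen gels with IL-4, where 10000 random lists matched on expression gave 0.03 to 0.10. The 379 tested genes that IL-4 lowered at least 2-fold on TC plates had a median of 0.276, against 0.037 to 0.102. Both lists moved toward their untreated level, which is what a weaker response predicts, and the lists also held after median-ratio rescaling (−0.28 and 0.23). In the interaction of collagen and IL-4 the medians were −0.12 (random 0.05 to 0.12) and 0.20 (0.05 to 0.12). Part of the second shift was present without IL-4, where the genes lowered on TC plates had a median of 0.07 (random −0.05 to 0.01). A hypothesis is that high-collagen gels may weaken much of the IL-4 response and not only a few genes. Against a weaker signal itself, the paper found phosphorylated STAT6, through which IL-4 signals, equal or slightly higher in high-collagen gels (Fig. 1F). The paper proposes that the strength of IL-4 signaling does not explain the effects of the ECM. Whether a single factor on every gene describes the change was tested in 2 ways. First, 5.08% of the genes raised on TC plates were called higher in high-collagen gels with IL-4, but 6.10% were called higher without IL-4, and in the interaction, which measures the IL-4 response itself, 0 of the 295 genes were called higher and 11 lower (14 higher and 58 lower at an unadjusted p-value under 0.05). These calls do not decide on a single factor, because a collagen effect apart from IL-4 gives them too. Second, a line with one factor was drawn (0.888 times the response in low-collagen gels). From it, 22.0% of the genes departed by over 2 standard errors, and 23.3% did after rescaling. In 100 simulations with one factor and noise drawn for each gene on its own, 8.22% departed on average and at most 11.9%. This argues against a single factor, though noise shared by many genes could widen the simulated range. What makes the genes differ was not tested.

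It was also tested whether the genes that fall from low- to high-collagen gels also lie lower on TC plates than in low-collagen gels. The 2 low-collagen libraries with IL-4 were split between the comparisons, so that no library was shared. Of the 500 genes with the largest fall, 50.4% lay lower on TC plates in the weaker of the 2 splits, against 33.8% to 41.8% in random lists. For the 500 genes with the largest rise, 51.8% lay higher on TC plates in the weaker split, against 62.0% to 70.0% in random lists, so a rise shared with TC plates was not seen once no library was shared. After median-ratio rescaling 58.2% of the falls lay on the same side in both splits, but only 41.0% and 43.6% of the rises. For the falls, the excess over random lists does not come from a shared library, but it was not specific to them. Of the rises, fewer lay higher on TC plates than in random lists, so both groups lay lower there more often than random lists. After rescaling, random lists gave 44% to 55% for falls and 46.4% to 55.4% for rises over both splits. Random lists were matched on expression and not on spread, so whether the falls are shared with TC plates is not decided. An order from low-collagen gels over high-collagen gels to TC plates was not tested, because TC plates were compared with low-collagen gels only.

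Several of the genes with the largest rises and falls by fitted fold change share most of their sequence with other genes, so that many of their reads cannot be told apart. The largest rises by collagen with IL-4 were Rps27a-ps2 (4.81), Cbx3-ps6 (3.52) and Gm7332 (3.29), and 100%, 95.8% and 90.3% of their 31-base words occur in other genes. Without IL-4 they were Pgam1-ps2 (5.70, 100%), AC100406.2 (4.83, 82.7%) and Ighj1 (4.76), and the largest falls were BX890553.6 (−3.87), Rab11b-ps2 (−3.52, 95%) and 1700047I17Rik2 (−3.19, 100%, all of it shared with Fam177a). Between low-collagen gels and TC plates with IL-4, the largest falls were Gm11518 (−6.54, 100%), Pgam1-ps2 (−5.49) and Cbx3-ps6 (−4.81), and the largest rises after Retnla were Rps27rt (4.74, 92.4%) and Usf2-ps1 (4.55, 87.2%). Between high-collagen gels and TC plates with IL-4, Gm17631 (−5.43, 25.6%), Gm10145 (−3.78, 85.6%) and Rps27a-ps2 (4.81) were among them. Ighj1 shares none of its words, but its transcript has 53 bases and was listed at 0 in all libraries except the untreated high-collagen ones (34.9 and 19.4 TPM), where a signal in both replicates stands against a single bad library. It and 1700047I17Rik2 were also the largest fall (−4.76) and rise (3.01) of the interaction, and Gm14749 (1.25, 40.3%) was another rise. These fold changes depend on the pseudocount wherever a library is at 0.

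Like 1283 of the 1672 genes called higher in high-collagen gels with IL-4, Thbs1 was called lower with IL-4. It was at 436 ± 1.85 TPM in untreated low-collagen gels, 598 ± 98.9 TPM in untreated high-collagen gels, 53.5 ± 0.494 TPM in low-collagen gels with IL-4 and 164 ± 24.3 TPM in high-collagen gels with IL-4 (SD, n = 2 each). The collagen effect was 1.59 with IL-4 (adjusted p = 0.00347 from limma) and 0.44 without (adjusted p = 0.155, limma), and the interaction 1.15 (adjusted p = 0.126, limma). The interaction was not called after median-ratio rescaling (1.05, adjusted p = 0.239, limma, within a range of 0.0368 to 0.27 over the alternatives). On TC plates with IL-4 it was at 7.53 ± 0.0537 TPM (SD, n = 2). Other large differences between high-collagen gels and TC plates with IL-4, where the median of all genes was −0.20, were C3 (5.00, from 11.0 to 381 TPM), Klk1b11 (4.77, from 10.9 to 325 TPM) and Lpl (−3.81, from 366 to 25.4 TPM), each with an adjusted p-value under 0.05 by limma. Klk1b11 shares 32.1% of its 31-base words with other genes, among them Klk1b24, Lpl 3.2% and C3 none.

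Of the gene lists, none passed an adjusted p-value of 0.05 with fry over 14 tests. The interferon response list was lower in high-collagen gels with IL-4 in 18 of 18 genes (median −0.78, adjusted p = 0.586 by limma's fry) and in 16 of 18 without IL-4 (median −0.34, adjusted p = 0.695, fry). It passed with camera alone (adjusted p = 0.000408), and 2 of its genes were called. The smallest p-value with fry before adjustment was 0.0303 for SRF and YAP targets with IL-4, which is 0.424 after adjustment in limma, with 7 of 13 tested genes lower. The adjusted p-values of the other lists by fry in limma lay between 0.427 and 0.875. The medians with and without IL-4 were −0.13 and −0.17 for SRF and YAP targets, 0.18 and −0.10 for hypoxia and glycolysis, −0.12 and −0.11 for cholesterol synthesis, −0.09 and −0.06 for proliferation and −0.04 and 0.06 for the mechanosensing machinery that the paper names. The filter kept 13 of 19, 17 of 18, 17 of 18, 20 of 20 and 6 of 11 genes of these lists. Of the fibroblast markers, 2 of 14 reached the filter, with medians of −0.26 and −0.15. Eosinophil markers, of which 5 of 8 stayed under a TPM of 1 in every library, reached at most 2.44 TPM, for Cebpe.

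The paper states that BMDMs express little of the integrins that bind collagen and no appreciable YAP (figs. S3 and S4A). In these 12 libraries, the mean was 0.275 TPM for Itga1, 0.0973 TPM for Itga2, 0.679 TPM for Itga10 and 0 for Itga11, against 317 TPM for Itgb1 and 384 TPM for Itgb2. Yap1 had a mean of 0.149 TPM, Wwtr1 0.00616 TPM, and Tead1, Tead3 and Tead4 0.0555, 0.159 and 0.0113 TPM, while Tead2 had 2.81 TPM. Tln1, Myh9, Piezo1 and Trpv4 had means of 175, 138, 62.8 and 7.80 TPM. Of the 31-base words of Piezo1 and Itga10, 23.3% and 31.8% occur in another gene. Between gels with IL-4, Myh9 was called higher in high-collagen gels (log2 fold change 0.28, adjusted p = 0.0841 from limma), and Itgb1, Itgb2, Tln1, Tead2, Piezo1 and Trpv4 were not called. After median-ratio rescaling, Itgb2 was called lower (−0.16, adjusted p = 0.188, limma, within 0.161 to 0.959 over the alternatives).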
